# Intrinsic myocardial defects underlie an Rbfox-deficient zebrafish model of hypoplastic left heart syndrome

**DOI:** 10.1038/s41467-022-32982-x

**Published:** 2022-10-05

**Authors:** Mengmeng Huang, Alexander A. Akerberg, Xiaoran Zhang, Haejin Yoon, Shakchhi Joshi, Celia Hallinan, Christopher Nguyen, William T. Pu, Marcia C. Haigis, C. Geoffrey Burns, Caroline E. Burns

**Keywords:** Disease model, Development, Cardiovascular diseases

## Abstract

Hypoplastic left heart syndrome (HLHS) is characterized by underdevelopment of left sided structures including the ventricle, valves, and aorta. Prevailing paradigm suggests that HLHS is a multigenic disease of co-occurring phenotypes. Here, we report that zebrafish lacking two orthologs of the RNA binding protein *RBFOX2*, a gene linked to HLHS in humans, display cardiovascular defects overlapping those in HLHS patients including ventricular, valve, and aortic deficiencies. In contrast to current models, we demonstrate that these structural deficits arise secondary to impaired pump function as these phenotypes are rescued when Rbfox is specifically expressed in the myocardium. Mechanistically, we find diminished expression and alternative splicing of sarcomere and mitochondrial components that compromise sarcomere assembly and mitochondrial respiration, respectively. Injection of human *RBFOX2* mRNA restores cardiovascular development in *rbfox* mutant zebrafish, while HLHS-linked *RBFOX2* variants fail to rescue. This work supports an emerging paradigm for HLHS pathogenesis that centers on myocardial intrinsic defects.

## Abstract (web summary)

The developmental mechanisms responsible for the structural defects observed in hypoplastic left heart syndrome remain controversial. Using rbfox-deficient zebrafish, the authors implicate impaired cardiac function as a primary driver of disease.

## Introduction

Hypoplastic left heart syndrome (HLHS) is a severe form of congenital heart disease (CHD) that is characterized by underdevelopment of left-sided structures including the left ventricle (LV), mitral and aortic valves, and ascending aorta^1,2^. Without treatment, HLHS is uniformly lethal due to inadequate systemic circulation. Consequently, three palliative surgeries are performed to recruit the right ventricle (RV) as the sole pumping chamber. While a single ventricle (SV) physiology allows HLHS patients to survive, the long-term prognosis is poor with only 36–50% of patients living without a transplant due to ventricular dysfunction^3–5^. Currently, there is no way to stratify the patient population into those who will respond well to the palliative surgery versus those who will develop early heart failure^2,6^.

A genetic basis for HLHS is indicated by increased risk of recurrence in families^7,8^, yet the specific genes affected remain largely undefined. This lack of genetic information can be attributed in part to the rarity of the disease and its complex pattern of inheritance^1,2^. Prior failures to recover animal models of HLHS supports the idea of a multigenic etiology^2,9^. In fact, the only existing animal model recovered from a forward genetic screen, termed the *Ohia* mouse line, has a digenic origin with mutations in *Sap130* causing LV deficiencies that are separable from *Pcdha9*-induced aortic valve defects^10^. No genetic model has been described where a single gene mutation causes the full spectrum of HLHS cardiovascular phenotypes including ventricular, valve, and aortic deficiencies.

HLHS patients have an increased burden of damaging de novo variants in *RBFOX2*, which encodes a highly conserved RNA binding protein with known roles in splicing^11,12^. While statistical enrichment of *RBFOX2* mutations in HLHS is highly significant, and therefore suggestive of causality, this hypothesis has yet to be tested. Arguing against pathogenicity, mice with *Rbfox2* deleted in *Mlc2v*+ cardiomyocytes are born with grossly normal hearts^13^. However, a recent report demonstrated that earlier deletion of *Rbfox2* in *Nkx2.5*+ cells, which include cardiac progenitors, is embryonic lethal by E11.5^14^. Specifically, these animals are severely growth impeded and display gross morphological defects in cardiac chamber, common outflow tract, and yolk sac vasculature development. Consistent with these findings, morpholino-mediated knock-down of two RBFOX2 orthologs in zebrafish, Rbfox1-like (Rbfox1l) and Rbfox2, induces gross morphological and functional cardiac defects^15^. However, these zebrafish phenotypes were not investigated in detail and have not been confirmed in genetic mutants. As such, it remains unclear how mutations in Rbfox2 affect cardiovascular development.

Here, we used CRISPR-Cas9 genome editing to create zebrafish lacking Rbfox1l and Rbfox2. We find that 100% of double mutant embryos succumb by 4 days post-fertilization (dpf) from HLHS-like malformations that develop subsequent to a functional deficiency, which are associated with compromised sarcomere assembly and mitochondrial respiration. We also report that injection of wildtype human *RBFOX2* mRNA rescues the cardiovascular defects present in *rbfox*-deficient zebrafish, while HLHS-linked *RBFOX2* variants fail. These data demonstrate that the molecular functions of RBFOX2 proteins are conserved between human and zebrafish and provide genetic evidence that *RBFOX2* mutations are causal for HLHS pathogenesis. Overall, our work supports an emerging paradigm where structural defects associated with HLHS can manifest downstream of impaired cardiac pump function.

## Results

### Rbfox1l and Rbfox2 function redundantly to support cardiovascular and skeletal muscle development in zebrafish

To gain spatial resolution into the reported cardiac expression of *rbfox1l* and *rbfox2*^15^, we immunostained double transgenic embryos carrying the myocardial *Tg(myl7:GFP)* and endothelial *Tg(kdrl:mCherry)* fluorescent reporters with previously described antibodies that recognize Rbfox1l and Rbfox2^16^. While Rbfox1l is restricted to GFP+ cardiomyocyte nuclei at linear heart tube and chamber stages (Fig. 1a–c), Rbfox2 localizes to both myocardial and endocardial nuclei including the developing endocardial cushions, which give rise to the valve in the atrioventricular canal (AVC; Fig. 1d–f). At 72 h post-fertilization (hpf), Rbfox1l remains restricted to striated muscle (Fig. 1c) while Rbfox2 is more broadly distributed (Fig. 1f). In the adult heart, Rbfox1l co-localizes with GFP in myocardial nuclei (Fig. 1g and Supplementary Fig. 1a) with no obvious expression in the outflow tract (OFT; Fig. 1h), the equivalent of the aortic root in mammals^17^. Rbfox2 predominantly localizes to endocardial cells, relatively fewer cardiomyocytes, and smooth muscle cells of the OFT (Fig. 1i, j and Supplementary Fig. 1b). Based on their overlapping cardiac expression, we hypothesized that Rbfox1l and Rbfox2 function redundantly to support zebrafish cardiogenesis.

**Fig. 1:**
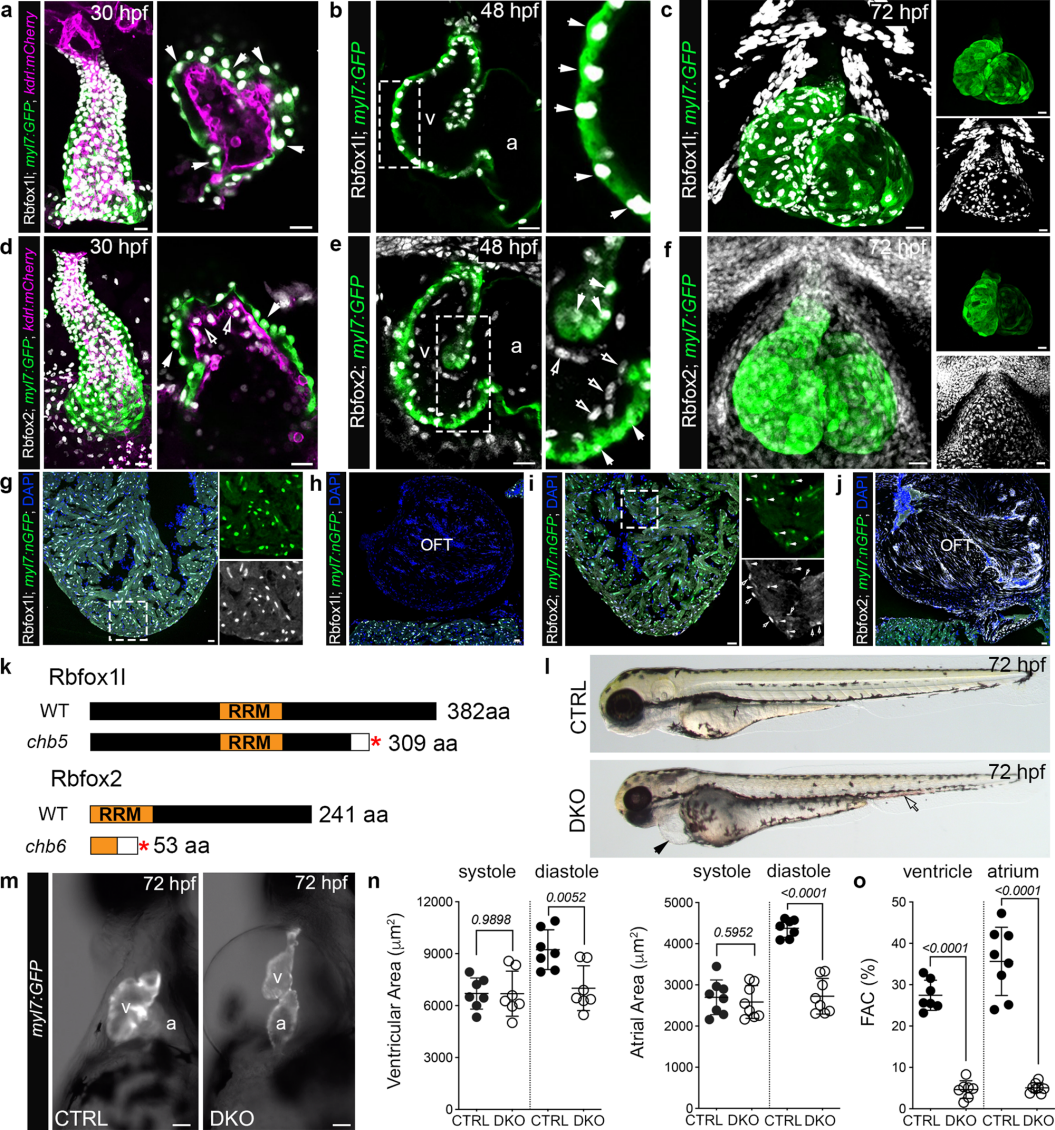
Rbfox1l and Rbfox2 function redundantly to support cardiovascular development in zebrafish. **a**–**f** Confocal z-stacks and single optical sections of 30, 48, and 72 hpf hearts from *Tg(myl7:GFP);Tg(kdrl:mCherry)* zebrafish following immunostaining for GFP, mCherry, Rbfox1l, and Rbfox2 as indicated. White arrows show Rbfox1l or Rbfox2 within cardiomyocytes. Open arrows show Rbfox2 in endocardial cells. Boxed regions are shown at higher magnification. Split channels of (**c**) and (**f**) are shown. **g**–**j** Merged confocal images of cardiac sections from *Tg(myl7:nGFP)* adult zebrafish following immunostaining for GFP, Rbfox1l, and Rbfox2 and counterstained with DAPI. Boxed regions in **g** and **i** are shown as split channels. White arrowheads show Rbfox2 in cardiomyocytes. Open arrowheads show Rbfox2 in presumptive endocardial cells. **k** Diagrams of wildtype Rbfox1l and Rbfox2 and the predicted protein products of the *rbfox1l*^*chb5*^ and *rbfox2*^*chb6*^. Red asterisks mark the locations of premature stop codons. White boxes indicate divergent amino acids. **l** Brightfield images of 72 hpf CTRL and DKO embryos. Black arrowhead highlights pericardial edema. Open arrowhead highlights pooled blood. **m** Brightfield images with fluorescent overlay of *Tg(myl7:GFP)* signal in hearts from 72 hpf CTRL and DKO embryos. **n**, **o** Dot plots showing chamber areas during systole and diastole and percent fractional area change (%FAC) in 72 hpf CTRL and DKO hearts. Sample sizes and Statistics: (**a**–**j**) Little to no variation in expression was observed. *n* = 10 embryos/developmental stage/condition; *n* = 6 adults/condition. **n**, **o** Each dot represents one embryo in all graphs. Data are presented as mean values +/− one SD. Statistical significance was determined by an unpaired, two-tailed Student’s *t*-test assuming equal variances. *P* values are shown. Source data are provided as a Source Data file. Abbreviations: v ventricle, a atrium, OFT outflow tract, aa amino acid, RRM RNA-recognition motif. Scale bars: 20 μm.

To test this hypothesis, we used CRISPR-Cas9 to create deleterious mutations in each locus. We isolated a 14 base pair deletion in exon 8 of *rbfox1l* (*rbfox1l*^*chb5*^*)* and a 2 base pair deletion in exon 3 of *rbfox2* (*rbfox2*^*chb6*^*)* that shift the open reading frame and introduce a premature stop codon (Fig. 1k). Transcripts for *rbfox1l* and *rbfox2* are reduced by approximately 50% or greater, respectively, in *rbfox1l*^*−/−*^*; rbfox2*^*−/−*^ double knock-out (referred to hereafter as DKO) embryos compared to controls (Supplementary Fig. 1c), demonstrating that the mutations undermine transcript production and/or stability. Next, we immunostained single *rbfox2* mutants for Rbfox1l and single *rbfox1l* mutants for Rbfox2 and found that each protein is expressed as predicted (Supplementary Fig. 1d). Moreover, we learned that DKO hearts are completely devoid of Rbfox1l and Rbfox2 (Supplementary Fig. 1d), revealing that *chb5* and *chb6* are null alleles.

Although single mutants do not exhibit overt cardiac phenotypes during embryogenesis, DKO animals display paralysis, pericardial edema, and poor circulation as evidenced by blood pooling in the tail (Fig. 1l). By 3 days post-fertilization (dpf), 100% of DKO embryos exhibit severe morbidity and succumb by 4–5 dpf. To examine heart function, still frames were extracted from videos of GFP-expressing control and DKO hearts over successive cardiac cycles (Fig. 1m; Supplementary Movie 1 and 2) and used to quantify chamber areas during systole and diastole. Although ventricular and atrial areas are similar between cohorts during systole, a 32% and 38% reduction was observed in DKO during diastole, respectively (Fig. 1n). To estimate heart function, these area measurements were used to calculate percent fractional area change (%FAC), which approached zero in both DKO chambers (Fig. 1o). Together, these data are consistent with required and redundant functions for Rbfox1l and Rbfox2 in cardiovascular development in zebrafish.

### *Rbfox*-deficient zebrafish display cardiovascular defects that mirror those in HLHS

Because deleterious mutations in *RBFOX2* are known to segregate with HLHS^11,12^, we assessed DKO hearts for phenotypic characteristics associated with the disease. Confocal z stacks of control and DKO hearts carrying the *Tg(myl7:GFP)* reporter following immunostaining for GFP and Elastin2b (Eln2), a marker of smooth muscle cells in the OFT, confirmed the presence of a diminutive ventricle with an abnormal myocardial segment that is significantly narrower and longer in DKO compared to controls (Fig. 2a, b). The restriction of Eln2+ smooth muscle cells to the distal-most region of the segment suggests that this relatively small portion represents the OFT while the adjacent section is part of the ventricular chamber that failed to balloon. We confirmed this interpretation by prospective lineage tracing of *nkx2.5*+ progenitors in pharyngeal arch 2 that give rise to OFT but not ventricular myocardium^18^ (Supplementary Fig. 2a–f). Using this boundary information, we quantified ventricular cardiomyocyte numbers at 72 hpf and discovered significantly fewer in DKO that appear highly unorganized in the distal wall (Fig. 2c, d). In addition, ventricular cardiomyocytes are 44% smaller in the outer curvature (Fig. 2e, f) and fail to proliferate as demonstrated by a lack of EdU incorporation between 48 and 72 hpf (Fig. 2g, h). In addition to these myocardial deficiencies, the endothelial lining of the aorta appears partially or fully obstructed (Fig. 2i) and the endocardial cushions that give rise to the atrioventricular (AV) valves are completely lacking (Fig. 2j). Collectively, these data demonstrate that Rbfox mutant zebrafish display the cardinal cardiovascular phenotypes associated with HLHS including ventricular, aorta, and valve deficiencies.

**Fig. 2:**
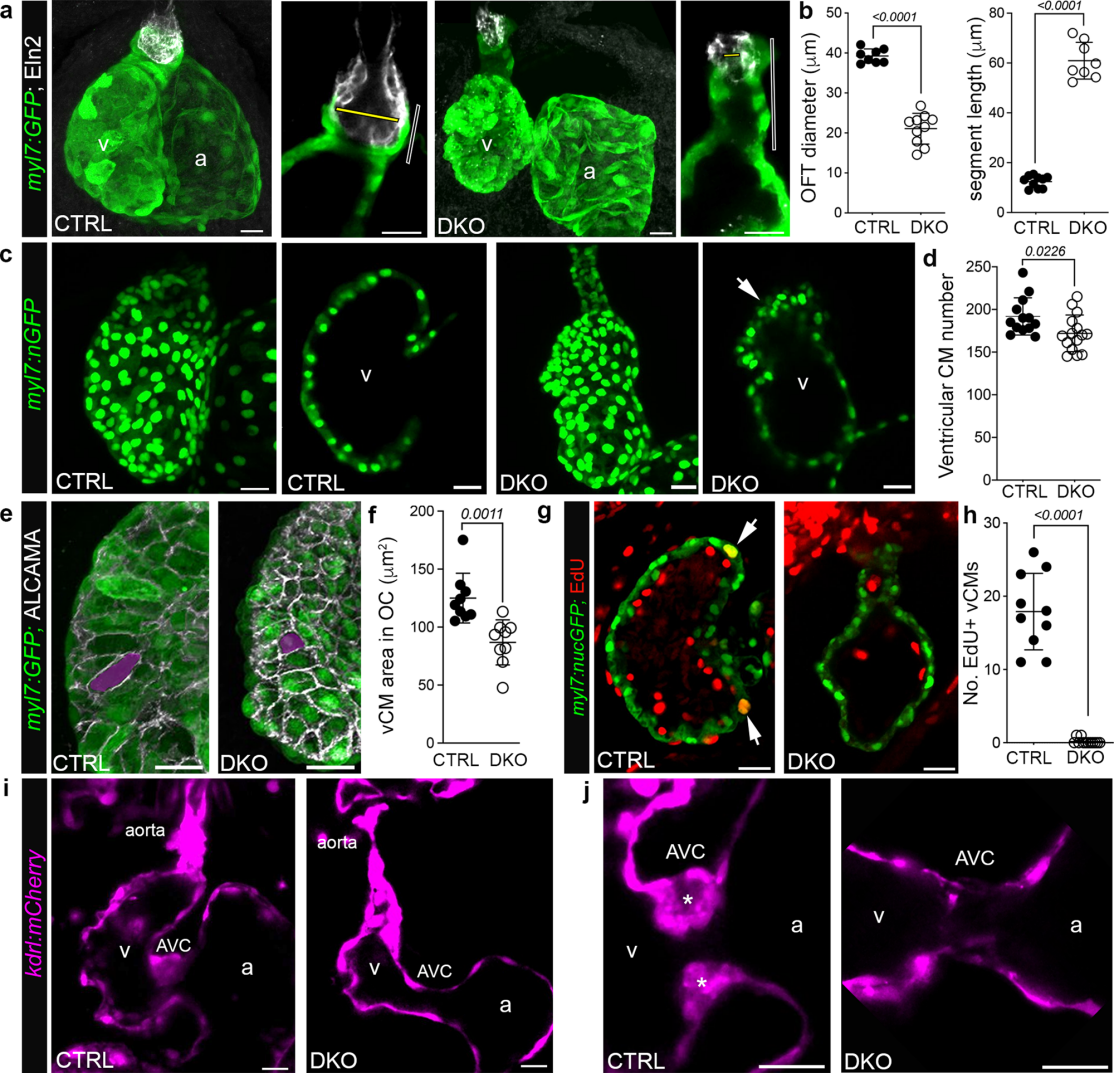
*Rbfox*-deficient zebrafish display cardiovascular defects overlapping those in HLHS hearts. **a** Confocal z-stacks or single optical sections of hearts or OFTs from 72 hpf CTRL or DKO embryos carrying the Tg(*myl7:GFP)* reporter following immunostaining for GFP (green) and Elastin2 (Eln2; white). Yellow bars, OFT diameter. Open bars, myocardial segment length. **b** Dot plots showing OFT diameter and myocardial segment length. **c** Confocal z-stacks or single optical sections of hearts from 72 hpf CTRL and DKO embryos carrying the *Tg*(*myl7:nGFP)* transgene following immunostaining for GFP (green). Arrow highlights myocardial disorganization in the DKO ventricle. **d** Dot plot of ventricular cardiomyocyte numbers. **e** Confocal z-stacks of the ventricular OC from 72 hpf CTRL and DKO embryos carrying the *Tg(myl7:GFP)* reporter following immunostaining for GFP (green) and ALCAMA (white). Magenta overlay shows the area of a representative OC cardiomyocyte. **f** Dot plot showing the average area of ventricular OC cardiomyocytes. **g** Single optical section of the ventricle from 72 hpf CTRL and DKO embryos carrying the *Tg(myl7:nGFP)* transgene following immunostaining for GFP (green) and EdU (red). White arrows highlight GFP+; EdU+ cardiomyocytes. **h** Dot plot showing the number of EdU+ ventricular cardiomyocytes. **i** Single optical sections of hearts from live 72 hpf CTRL and DKO embryos carrying the *Tg*(*kdrl:mCherry)* transgene. **j** Single optical sections of the AVC. Asterisks mark endocardial cushions. Sample Sizes and Statistics: (**b**, **d**, **h**) Each dot represents one embryo. **f** Each dot represents the average area of 8 outer curvature cardiomyocytes from 8 CTRL and 10 DKO hearts. Data are presented as mean values +/− one SD. Statistical significance was determined by an unpaired, two-tailed Student’s *t*-test assuming equal variances. *P* values are shown. Source data are provided as a Source Data file. Abbreviations: v ventricle, a atrium, CM cardiomyocyte, OC outer curvature, AVC atrioventricular canal. Scale bars: 20 μm.

### Impaired myocardial contractility occurs prior to other cardiovascular phenotypes in Rbfox-deficient embryos

To learn which of the cardiovascular phenotypes are observed first, we analyzed heart structure and function in control and DKO embryos carrying the *Tg(myl7:nGFP)* reporter at 48 hpf, a developmental stage that precedes myocardial proliferation and valve formation. Confocal Z-stacks revealed diminutive ventricular chambers composed of equivalent numbers of cardiomyocytes that are significantly smaller in size (Fig. 3a–d). These data demonstrate that reductions in cardiomyocyte cell growth initially account for the reduced ventricular chamber area, a phenotype that is later exacerbated by decreased proliferation. To quantify functional parameters at 48 hpf, ventricular chamber volumes were measured in serial images of control and DKO hearts carrying the *Tg(myl7:GFP)* reporter over successive cardiac cycles by light sheet fluorescent microscopy (LSFM) and processed using our machine learning platform Cardiac Functional Imaging Network (CFIN; Fig. 3e)^19^. Although end systolic volumes (ESV) are not different between cohorts, end diastolic volumes (EDV) are reduced by 52% in DKO ventricles, which manifests as significant decreases in ejection fraction (EF), stroke volume (SV), and cardiac output (CO) (Fig. 3f). Strikingly, this functional deficit is observed even earlier at the arterial pole of the linear heart tube (Fig. 3g, h), which is prior to reductions in cardiomyocyte cell numbers or area (Fig. 3i–k). Because this contractile phenotype precedes formation of the cardiac chambers, aorta, and valves, we conclude that Rbfox proteins play a primary role in promoting myocardial pump function.

**Fig. 3:**
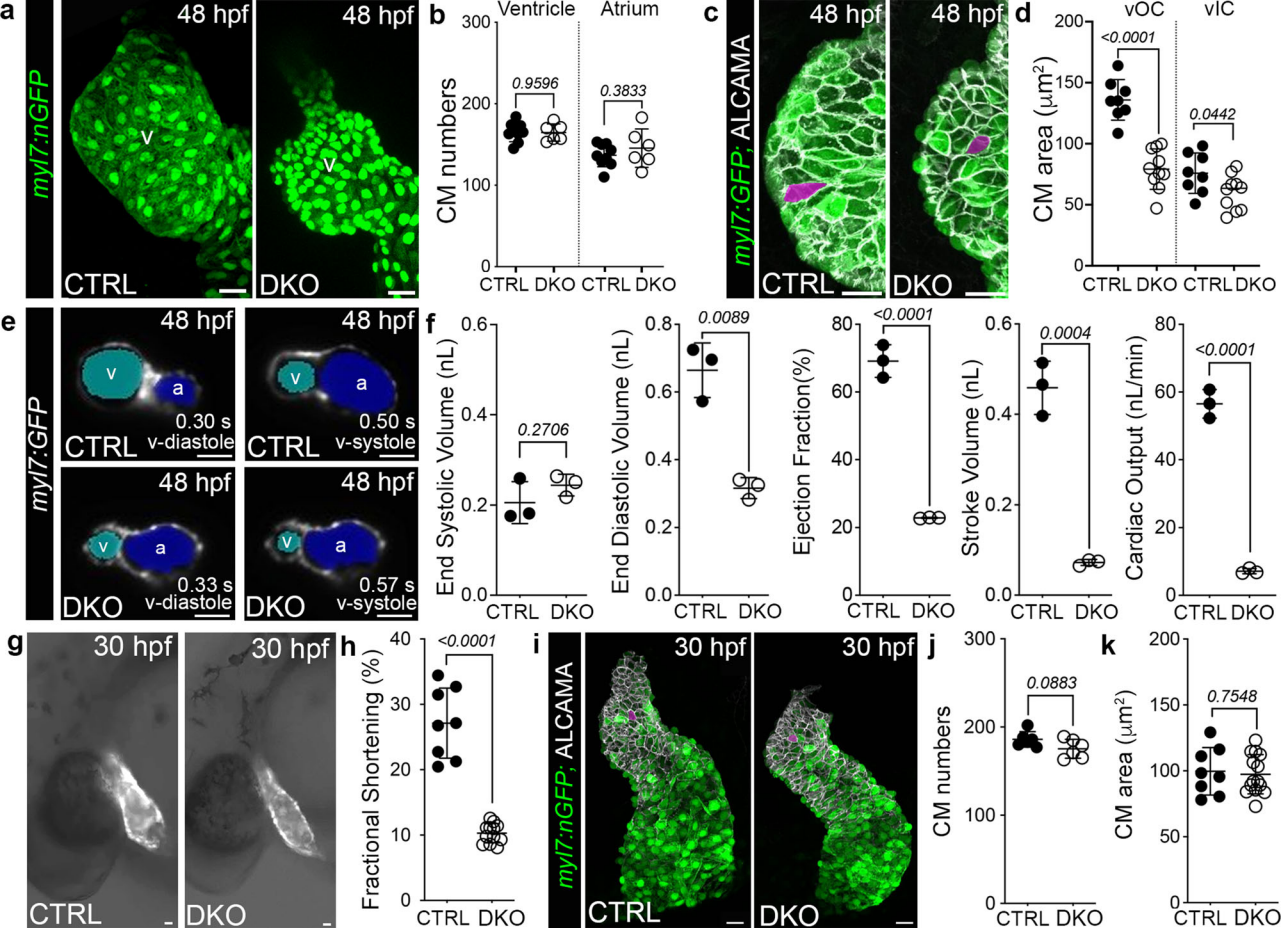
Impaired myocardial function is the earliest cardiovascular defect observed in Rbfox-deficient embryos. **a** Confocal projections of 48 hpf CTRL and DKO hearts carrying the *Tg*(*myl7:nGFP)* transgene immunostained for GFP (green). **b** Dot plot showing cardiomyocyte numbers. **c** Confocal projections of 48 hpf ventricular OCs from CTRL and DKO embryos carrying the *Tg*(*myl7:GFP)* reporter immunostained for GFP (green) and ALCAMA (white). Magenta overlay of OC cardiomyocytes. **d** Dot plot showing the average area of ventricular OC and IC cardiomyocytes. **e** Single-plane images of 48 hpf CTRL and DKO embryos carrying the *Tg(myl7:GFP)* transgene. Atrial (blue) and ventricular (cyan) lumens are shown. **f** Dot plots showing ventricular end-systolic volume (ESV) and end-diastolic volume (EDV) measured with CFIN that were used to calculate ejection fraction (EF), stroke volume (SV), and cardiac output (CO). **g** Brightfield images with fluorescent overlay of *Tg(myl7:GFP)* reporter signal in 30 hpf CTRL and DKO embryos. **h** Dot plot showing % fractional shortening at the arterial pole. **i** Confocal projections of 30 hpf CTRL and DKO hearts carrying the Tg(*myl7:nGFP)* transgene immunostained with anti-GFP (green) and anti-ALCAMA (white). Magenta overlay of arterial pole cardiomyocytes. **j**, **k** Dot plots showing cardiomyocyte numbers and average cell areas. Sample sizes and Statistics: (**b**, **f**, **h**, **j**) Each dot represents one embryo. **d** Each dot represents the average area of 8 OC cardiomyocytes and 6 IC cardiomyocytes from 8 CTRL and 10 DKO hearts. **k** Each dot represents the average area of 8 cardiomyocytes from 8 CTRL and 12 DKO hearts. Data are presented as mean values +/− one SD. Statistical significance was determined by an unpaired, two-tailed Student’s *t*-test assuming equal variances. *P* values are shown. Source data are provided as a Source Data file. Abbreviations: v ventricle, a atrium, OC outer curvature, IC inner curvature. Scale bars: 20 μm.

### Rbfox proteins are required for expression and alternative splicing of transcripts encoding mitochondrial and sarcomere components

To uncover the molecular mechanisms leading to the observed functional deficiencies, we performed bulk RNA-sequencing on isolated hearts from 48 hpf control and DKO embryos. 

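Hearts carrying the *myl7:GFP* reporter were dissected at 48 hpf. Each of the 8 DKO and 8 control (CTRL) libraries was made from the poly(A)-selected RNA of a separate pool of 35–70 hearts and sequenced as paired reads of 150 bp. The paper's methods call the control hearts sibling controls, whereas the deposited description of the study calls them wild type. The authors aligned the reads to the GRCz11 genome with STAR and counted them per RefSeq gene with HTSeq, all isoforms of a gene together. The deposited table of raw counts covers 15419 genes, and a companion table gives the authors' FPKM (fragments scaled to gene length and library size) for 13585 of them. Between 8809208 and 12991978 reads per CTRL library (median 9899213.5) and between 9321265 and 18783628 per DKO library (median 11917782.5) were counted on genes. A further 59.6% to 65.6% of the reads that HTSeq sorted fell on no annotated gene. The strand setting of the count is not named in the paper's text. The FPKM values divide each count by a length close to the whole gene with its introns. This length had a median ratio of 0.994 to the gene's span in the RefSeq annotation of the GRCz12tu assembly (12586 genes). At equal counts, a gene with long introns therefore has a low FPKM. For the comparison of the groups, the counts were scaled with edgeR's TMM factors and tested with edgeR's quasi-likelihood F-test, two-sided, in the 11750 genes that passed its filter on low counts. Following the thresholds in the paper's methods, a gene was called differentially expressed when its Benjamini-Hochberg adjusted p-value was under 0.05, its change exceeded 1.5-fold and its FPKM exceeded 5 in at least 1 library. Log2 fold changes are DKO over CTRL, and each standard error (SE) is the size of the log2 fold change divided by the square root of the F statistic. The targeted genes were examined first. *rbfox1l* had 441 ± 129 TMM-normalized CPM (counts scaled to library size, mean ± SD, n = 8 pools) in CTRL hearts and 64.0 ± 21.3 in DKO hearts, a log2 fold change of −2.78 (SE 0.22, adjusted p = 7.30e-08 in edgeR's test). *rbfox2* fell from 89.2 ± 35.8 to 30.4 ± 4.82 CPM, a log2 fold change of −1.55 (SE 0.20, adjusted p = 1.35e-05 in edgeR's test), and was not called because its FPKM, over a span of 46.1 kb, reached only 2.88. Its value rested on 218 to 792 reads in each DKO library and 466 to 1325 in each CTRL library. For *rbfox1l* the DKO libraries ranged from 37.7 to 93.8 CPM and the CTRL libraries from 261 to 666, and for *rbfox2* from 23.5 to 39.6 and from 47.6 to 154, so that in both genes every DKO library lay below every CTRL library. Both values moved most when the libraries were scaled on 24 cardiomyocyte marker genes without a role in the sarcomere, such as *nkx2.5* and *nppa*, whose median log2 fold change is thereby set to 0. *rbfox1l* then had a log2 fold change of −1.83 and *rbfox2* one of −0.54 (adjusted p = 0.0937 in edgeR's test, range over its alternatives 8.70e-13 to 0.0937). This scaling shifted the tested genes by a median of 1.01. The paper finds Rbfox2 in endocardial as well as myocardial nuclei, so cardiomyocyte markers may be a poor reference for it. It also reports both transcripts reduced in whole embryos by quantitative RT-PCR at a later stage, and neither protein in DKO hearts.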

Through differential expression analysis, we identified 563 downregulated and 421 upregulated transcripts (Supplementary Table 1). 

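edgeR called 548 genes downregulated and 390 upregulated in DKO hearts, with median log2 fold changes of −0.92 and 1.07. DESeq2, the tool named in the paper's methods, called 556 and 415 genes, including all 548 of the downregulated and 385 of the upregulated genes. Of the genes called by edgeR, 328 downregulated and 55 upregulated genes had every DKO library beyond every CTRL library, as did 667 of the 11750 genes tested, where chance gives a share of 0.0155%. When each of the 16 libraries was left out in turn, between 509 and 589 genes were downregulated and between 337 and 422 upregulated. The balance of the directions depended on how the libraries were scaled. Under TMM, 58.4% of the called genes were downregulated and the median log2 fold change of all tested genes was 0.02. Scaling on library size alone shifted the log2 fold changes by a median of 0.15 and gave 415 downregulated and 524 upregulated genes, a downregulated share of 44.2%. The alternative that moved the counts most was the scaling on the cardiomyocyte markers, which shifted the log2 fold changes by a median of 1.01 and left 51 downregulated genes against 2974 upregulated, a share of 1.69%. Without the FPKM threshold, 1004 and 1065 genes passed the other thresholds. The largest decreases among the called genes whose groups did not overlap were those of 5 haemoglobin genes. *hbbe1.1* fell from 1586 ± 516 CPM (mean ± SD, n = 8) to 6.84 ± 3.86, a log2 fold change of −7.86 (SE 0.43, adjusted p = 1.37e-09 in edgeR's test). For *hbae3*, *hbbe1.3*, *hbae1.3* and *hbbe1.2* they were −7.70 to −7.51. Haemoglobin genes are near-identical copies among which the count could divide reads, so the value of each copy is uncertain. Among the DKO libraries, *hbbe1.2* was highest in replicate 4 at 13.8 CPM. The largest increase was that of *igfbp1a*, from 51.4 ± 9.87 to 318 ± 84.7 CPM, a log2 fold change of 2.63 (SE 0.17, adjusted p = 1.77e-09 in edgeR's test). It was followed by *mmp9* at 2.27, *evpla* at 2.17, *cbx7a* at 2.14 and *si:ch211-243g18.2* at 2.06 on the log2 scale. The value of *cbx7a* included 274 CPM in DKO replicate 7, without which it was 1.77. *evpla* is also a marker of the epidermis and *mmp9* one of leukocytes, and the medians of both marker lists were higher in the DKO libraries.

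**Figure D1:**
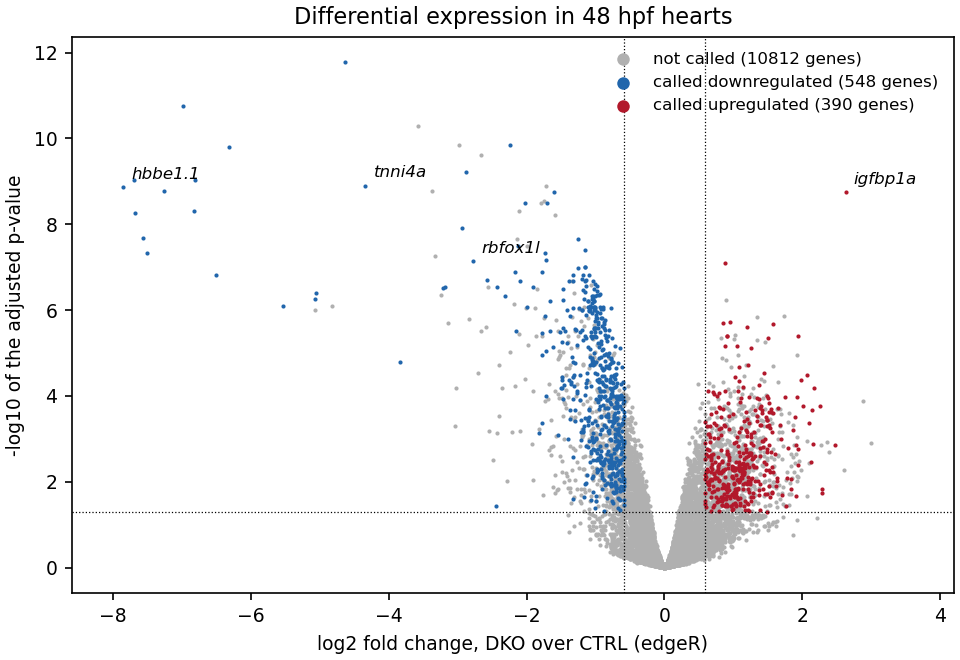
Volcano plot of the 11750 genes tested, with the log2 fold change of DKO over CTRL hearts on the horizontal axis and −log10 of edgeR's adjusted p-value on the vertical axis. Each point is a gene, blue for the 548 called downregulated, red for the 390 called upregulated and grey for the rest, and the dotted lines mark the thresholds of 0.05 and 1.5-fold; grey points beyond them had an FPKM of at most 5 or none.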

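The functions shared by the genes that changed were examined in families fixed by gene symbol alone: 9 mitochondrial families with 195 tested genes in all, a list of 35 sarcomere genes and, for comparison, 76 genes with symbols of cytosolic ribosomal proteins. Chosen by symbol, this last list also holds 4 S6 kinase genes (such as *rps6ka1*), and the import list holds *timmdc1*, a gene named after the import genes. The TCA cycle list holds *mdh1aa* and *mdh1ab*, genes of the cytosolic malate dehydrogenase. It also holds all 4 complex II genes, so these lists overlap. Of the genes in the mitochondrial families, 194 had a lower value in DKO hearts. The median log2 fold changes were −0.70 for the protein import genes, −0.82 for the MICOS complex, −0.996 for complex I, −0.82 for complex II, −1.04 for complex III, −1.07 for complex IV, −1.08 for the ATP synthase, −0.72 for the mitochondrial ribosome and −0.95 for the TCA cycle under TMM, of which 6 turned positive when the libraries were scaled on the cardiomyocyte markers, from 0.02 for complex I to 0.34 for protein import. Under that scaling complexes III and IV and the ATP synthase stayed between −0.08 and −0.04, and relative to the median of all genes the 9 families lay between −1.12 and −0.70. The sarcomere genes had a median of −0.99 under TMM and −0.10 under the marker scaling, which is −1.14 relative to all genes, and the comparison list a median of −0.05 under TMM that turned to 0.10 under library size alone and to 1.03 under the marker scaling. Without the S6 kinases, left out after the values were seen, the median of the remaining 72 was −0.05 under TMM, 0.10 under library size alone and 1.02 under the marker scaling. The camera test of limma, with a preset correlation of 0.01 between genes, gave adjusted p-values from 1.63e-33 (mitochondrial ribosome) to 0.0026 (complex II) for the mitochondrial families, 1.72e-14 for the sarcomere and 0.179 for the cytosolic ribosome. These calls for the 9 mitochondrial families and the sarcomere held in the rotation test fry (8.71e-08 to 2.32e-04), and none of the 10 held in camera with the correlation estimated from the data (0.0519 to 0.161). In the mean log2 CPM of each family, every DKO library lay below every CTRL library for the sarcomere and for 8 of the mitochondrial families (two-sided exact permutation test, p = 0.0001554 each, the smallest that 8 pools against 8 allow). For complex II, 6 of the 8 DKO libraries lay below all CTRL libraries (exact permutation p = 0.0014), and for the cytosolic ribosome the groups did not differ (exact permutation p = 0.609). Among the 19 TCA cycle genes, 16 were called downregulated (1 under the marker scaling), 17 had an adjusted p-value under 0.05 over all genes tested and 19 when adjusted over the list alone. The lists are not independent evidence, because Supplementary Table 1, made from these libraries, already holds many of their genes, such as 42 of the mitochondrial ribosomal proteins.

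**Figure D2:**
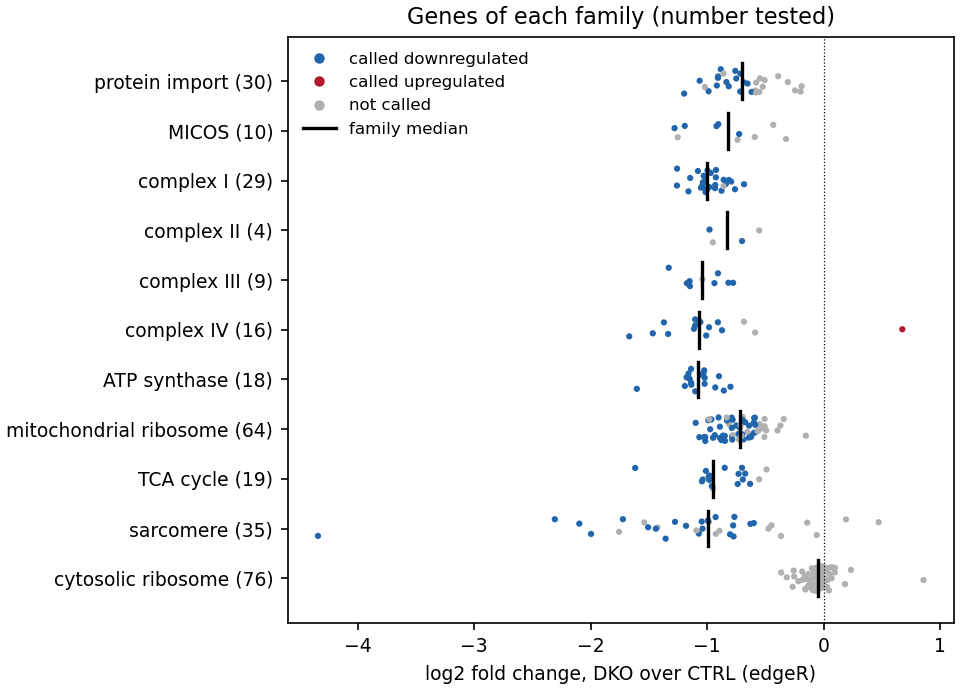
Log2 fold change of DKO over CTRL hearts (horizontal axis, edgeR with TMM) for each tested gene of 11 families, with the number tested in parentheses, blue points for genes called downregulated, red for upregulated, grey for genes not called and a black bar at the family's median. The medians of the 9 mitochondrial families lie between −1.08 and −0.70, and scaling on cardiomyocyte markers turns 6 of them positive.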

Genes downregulated in DKO hearts were enriched for gene ontology (GO) biological process terms associated with mitochondrial function and sarcomere assembly (Fig. 4a, Supplementary Table 2). Specifically, we identified transcripts in mitochondrial protein import (e.g., *samm*, *mppα*, *tomm, timm*, and *pam* complex members), which function to shuttle nuclear-encoded proteins through the mitochondrial membrane for use in oxidative phosphorylation^20^. 

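All 30 tested genes of the import machinery had a lower value in DKO hearts, and 16 were called downregulated. Under the scaling on cardiomyocyte markers 0 were called downregulated, 0 were lower at an unadjusted p under 0.05 and 2 were called upregulated. The adjusted p-value was under 0.05 for 27 of them over all genes tested and for 28 when adjusted over the list alone. This is not independent evidence, because 18 of the 30 are in Supplementary Table 1. The exceptions over all genes were *tomm34*, *tomm70a* and *timm17b*. Among the 9 *tomm* genes 4 were called, among the 13 *timm* genes 7, and both *samm* genes. *samm50*, which encodes a protein of the outer membrane sorting machinery, fell from 161 ± 20.6 CPM (mean ± SD, n = 8) to 81.5 ± 16.5 CPM, a log2 fold change of −0.99 (SE 0.12, adjusted p = 4.13e-06 in edgeR's test). This mean includes 116 CPM in CTRL replicate 2, well below the other CTRL libraries but above every DKO library. *pam16* fell from 55.4 ± 9.98 to 26.5 ± 2.67 CPM, a log2 fold change of −1.06 (SE 0.11, adjusted p = 8.56e-07 in edgeR's test). The log2 fold changes were −0.88 for *samm50l*, −0.75 for *tomm40l*, −0.65 for *pmpca* (*mppα*) and −0.62 for *timm23a*, and only for *pmpca* did the CPM of the groups overlap. *timm23a* was called, but changed by less than 1.5-fold without CTRL replicate 1 (−0.57), CTRL replicate 5 (−0.58) or DKO replicate 1 (−0.58). The scaling on cardiomyocyte markers left *samm50* at −0.02 and *pam16* at −0.04 and reversed *samm50l* (0.10), *tomm40l* (0.29), *pmpca* (0.34) and *timm23a* (0.41). *chchd4b* was taken to be the paper's *mia40*, a reading that was not checked further. At 15.4 ± 5.25 and 7.79 ± 5.49 CPM, it was close to the threshold, with a log2 fold change of −0.99 (SE 0.32, adjusted p = 0.0275 in edgeR's test). Without DKO replicate 3, which had 20.3 CPM, its log2 fold change was −1.36, and 6 of the 16 fits that left out 1 library each lost the call, with values of −0.96 to −0.86. The scaling on cardiomyocyte markers left *chchd4b* at −0.04.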

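Counts were obtained for 10 genes of the MICOS complex, all of them lower in DKO hearts. The genes *chchd3b*, *chchd6b* and *immt* encode the proteins that the paper names Mic19b, Mic25 and Mic60. *chchd6b* fell from 174 ± 40.5 CPM (mean ± SD, n = 8) to 71.9 ± 15.7 CPM, a log2 fold change of −1.28 (SE 0.15, adjusted p = 2.91e-06 in edgeR's test). For *immt* the values were 410 ± 50.9 and 217 ± 60.5 CPM, a log2 fold change of −0.92 (SE 0.14, adjusted p = 7.85e-05 in edgeR's test). *chchd3b* had 143 ± 18.7 CPM in CTRL hearts and 86.4 ± 13.5 CPM in DKO hearts, a log2 fold change of −0.72 (SE 0.11, adjusted p = 4.05e-05 in edgeR's test). In each of the 3 genes all 8 DKO libraries lay below all CTRL libraries. When the libraries were scaled on cardiomyocyte markers, *chchd6b* was at −0.31 (adjusted p = 0.133 in edgeR's test, range over its alternatives 1.20e-13 to 0.133). Under the same scaling *immt* (0.02) and *chchd3b* (0.26) reversed. Of the 10 genes 5 were called downregulated under TMM and 0 under the marker scaling, where 0 were lower at an unadjusted p under 0.05. Under TMM 9 had an adjusted p-value under 0.05 over all genes tested, all but *apoob*. Adjusted over the list alone, all 10 did. The 5 called genes are those that Supplementary Table 1 lists, so the list is not independent evidence. The others, *chchd3a*, *chchd6a*, *apooa*, *apool* and *apoob*, did not pass the FPKM threshold of 5.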

Reduced expression of MICOS complex components (*mic19b*, *mic25*, and *mic60*), which create the mitochondrial inner membrane folds where the electron transport chain functions, were also observed^21^. 

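The complex I list was taken from *nduf* symbols, and the complex to which each product belongs, such as that of *ndufa4l*, was not checked. All 29 tested *nduf* genes had a lower value in DKO hearts under TMM, and 28 of them were called downregulated. The remaining gene, *ndufs7*, had a log2 fold change of −0.86 (SE 0.16, adjusted p = 4.76e-04 in edgeR's test) but no FPKM value. Among the 8 *uqcr* genes of complex III, all lower, 7 were called, and *uqcrc1*, again without an FPKM value, had a log2 fold change of −1.04 (SE 0.13, adjusted p = 4.65e-06 in edgeR's test). Of 16 *cox* genes of complex IV, 13 were called downregulated, while *cox6a2* and *cox8b* were lower with adjusted p-values of 0.172 and 0.0737. *cox4i2* went the other way: it rose from 15.4 ± 5.22 CPM (mean ± SD, n = 8) to 24.5 ± 7.21 CPM, a log2 fold change of 0.68 (SE 0.21, adjusted p = 0.0228 in edgeR's test), and was called upregulated with a highest FPKM of 5.74. The call was lost without DKO replicate 2 (log2 fold change 0.56, adjusted p = 0.0591) in edgeR's test, without DKO replicate 4 (0.62) and, by the fold threshold alone, without CTRL replicate 1 (0.56). Over the alternatives that keep all libraries the adjusted p-value was 3.57e-04 to 0.0236. In complex II, *sdhb* and *sdhdb* were called downregulated, and *sdha* and *sdhc* had adjusted p-values of 0.0540 and 0.0724. All 18 genes of the ATP synthase were called. The number of genes with an adjusted p-value under 0.05 over all genes tested was 29 for complex I, 2 for complex II, 9 for complex III including *cyc1*, 13 lower and 1 higher for complex IV and 18 for the ATP synthase; adjusted over the list alone it was 29, 4, 9, 14 and 1, and 18. The 64 tested mitochondrial ribosomal protein genes all had a lower value, and 63 of them, all but *mrpl58*, had an adjusted p-value under 0.05. That number was the same over all genes tested and adjusted over the list alone. Because only 50 of the 64 passed the FPKM threshold and some of these changed by less than 1.5-fold, 28 of 41 *mrpl* genes and 13 of 23 *mrps* genes were called. Scaling on library size alone left 25 of the 64 called. The scaling on cardiomyocyte markers left 0 of the mitochondrial ribosomal protein genes called downregulated and 3 called upregulated, 0 called for complexes I, II and III, 1 downregulated and 1 upregulated for complex IV and 1 downregulated for the ATP synthase. Under it 0 genes of the mitochondrial ribosome and of complexes I to III were lower at an unadjusted p under 0.05. *mrpl41* fell from 51.1 ± 13.2 to 28.8 ± 3.91 CPM, a log2 fold change of −0.83 (SE 0.14, adjusted p = 1.92e-04 in edgeR's test), which reversed to 0.18 under the scaling on cardiomyocyte markers. None of these counts is independent of the study's own list, which was made from the same libraries.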

Downregulation of subunits of the electron transport chain itself were also identified (e.g., *nduf, cox*, *uqcr*) along with nearly all of the mitochondrial ribosomal protein subunits (termed *mrpl* and *mrps*). Although the vast majority of GO terms involve mitochondrial function, diminished expression of prominent sarcomere components (e.g., *cmlc1*, *tpm4a*, *tnni4a*, *myh7l*, and *acta1b*) were also identified (Fig. 4a). 

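Of the 35 sarcomere genes tested, 33 had a lower value in DKO hearts and 22 were called downregulated (6, with 3 upregulated, under the scaling on cardiomyocyte markers). The adjusted p-value was under 0.05 for 26 of the lower genes over all genes tested and, not independently of the study's list, for 26 when adjusted over the list alone. The higher genes were *tpm3*, at a log2 fold change of 0.47, and *myl4*, at 0.19. *tnni4a*, a troponin I gene, changed most, from 273 ± 39.2 CPM (mean ± SD, n = 8) to 13.5 ± 6.68 CPM, a log2 fold change of −4.34 (SE 0.25, adjusted p = 1.27e-09 in edgeR's test). The actin gene *acta1b* fell from 7642 ± 1937 to 1545 ± 600 CPM, a log2 fold change of −2.31 (SE 0.23, adjusted p = 4.82e-07 in edgeR's test). For the myosin heavy chain gene *myh7l* the values were 11151 ± 2264 and 4358 ± 1587 CPM, a log2 fold change of −1.36 (SE 0.20, adjusted p = 4.83e-05 in edgeR's test). The myosin light chain gene *cmlc1* had 7315 ± 1539 and 3023 ± 1084 CPM, a log2 fold change of −1.28 (SE 0.20, adjusted p = 7.71e-05 in edgeR's test). In these 4 genes all DKO libraries lay below all CTRL libraries. Of the 5 sarcomere genes described here with their CPM, *tpm4a* changed least, from 4350 ± 1056 to 2541 ± 973 CPM, a log2 fold change of −0.78 (SE 0.22, adjusted p = 0.0110 in edgeR's test), and its groups overlapped. With the libraries scaled on cardiomyocyte markers, *acta1b* (−1.39) and *myh7l* (−0.45) stayed lower, as did *tnni4a*, which lay between −4.45 and −3.26 over the alternatives that keep all libraries and between −4.51 and −4.23 with 1 library left out. *cmlc1* was at −0.37 with an adjusted p-value of 0.0502 in edgeR's test (range over its alternatives 1.96e-09 to 0.0502), and *tpm4a* reversed to 0.12. The paper's section heading and the title of Fig. 4 call Rbfox proteins required for the expression of mitochondrial and sarcomere components. For expression it reports GO terms enriched among the downregulated genes, most of them mitochondrial (Fig. 4a), and sarcomere transcripts among these genes. From these changes, quantitative RT-PCR and splicing, it proposes that faults in sarcomere assembly and in mitochondrial respiration may contribute to the ventricular deficiencies.

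**Figure D3:**
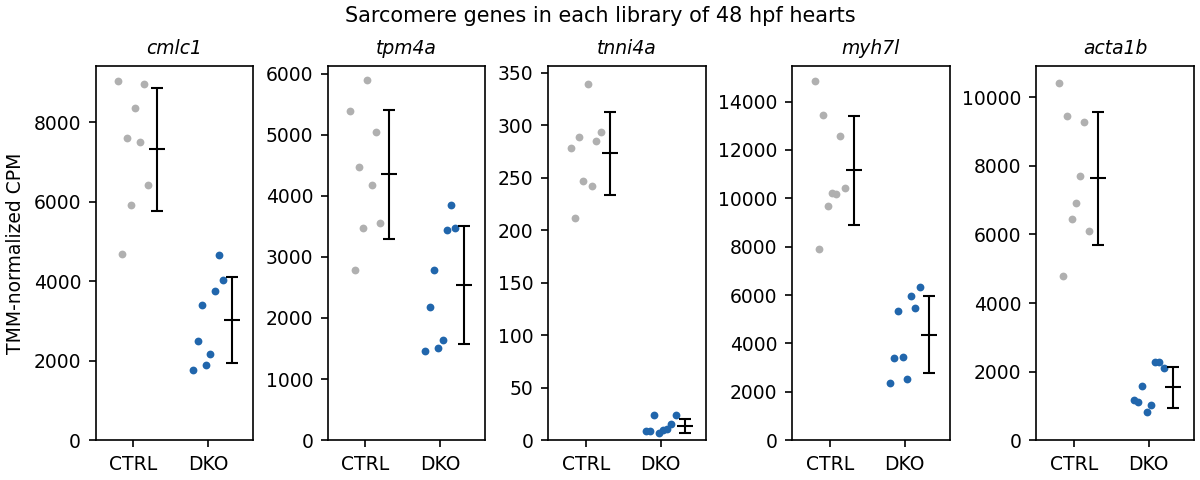
TMM-normalized CPM (vertical axes, each starting at 0) of 5 sarcomere genes in the 8 CTRL (grey) and 8 DKO (blue) libraries, with horizontal and vertical bars for mean ± SD. All DKO libraries lie below all CTRL libraries for *cmlc1*, *tnni4a*, *myh7l* and *acta1b*, and the groups overlap for *tpm4a*, whose direction turns when the libraries are scaled on cardiomyocyte markers.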

We confirmed downregulation of several transcripts in each GO category by real-time quantitative RT-PCR (Supplementary Fig. 3a).

**Fig. 4:**
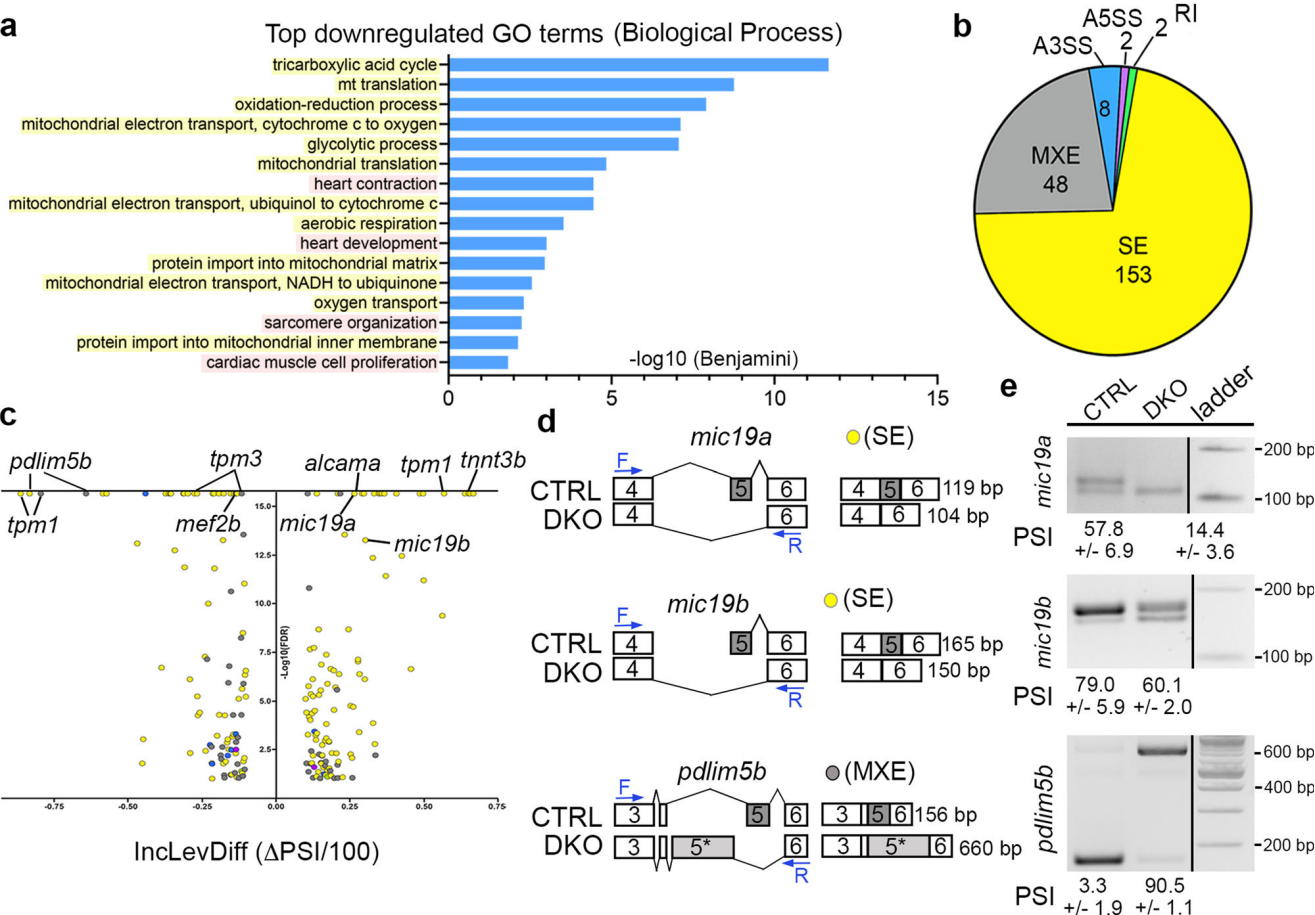
Rbfox proteins are required for expression and alternative splicing of transcripts encoding mitochondrial, cytoskeletal, and sarcomere components. **a** GO analysis showing biological processes associated with downregulated transcripts in DKO hearts. Yellow represents mitochondria-associated terms, while pink shows heart muscle terms. **b** Pie chart depicting the proportions of differential alternative splicing events in each category. Abbreviations: Skipped exon (SE), mutually exclusive exon (MXE), alternative 3’ splice site (A3SS), alternative 5’ splice site (A5SS), and retained intron (RI). **c** Volcano plot showing the inclusion level difference (IncLevDiff; CTRL Inclevel - DKO Inclevel) and False Discovery Rates (FDR) for differential alternative splicing events (0 uncalled replicates; FDR < 0.01; |Incleveldifference | >0.1). **d** Schematic representing differential alternative splicing events of select transcripts between CTRL and DKO hearts. Blue arrows define primer sites used in the RT-PCR assay to calculate percent spliced in (PSI) shown in (**e**). **e** RT-PCR validation of 3 alternative splicing events identified by rMATS. PSI is shown. Sample sizes and Statistics: For RNA-sequencing, *n* = 8 biological independent replicates per cohort with 35–70 pooled hearts per replicate.

Because RBFOX proteins are known to regulate RNA splicing^22^, we performed replicate multivariate analysis of transcript splicing (rMATS)^23^ and discovered 213 significant alternative splicing events in DKO hearts (Supplementary Table 3). The most common event was skipped exon (SE), representing over 71% of the total, followed by mutually exclusive exon (MXE, 22%), alternative 3’ splice site (A3SS, 5%), alternative 5’ splice site (A5SS, 1%), and retained intron (RI, 1%) (Fig. 4b, Supplementary Table 3). Alternative splicing events with the highest significance and inclusion level differences were detected in transcripts encoding MICOS complex components (e.g. *mic19a, mic19b*), sarcomere components (e.g. *tpm1, tpm3, tnnt3b*), and cytoskeletal components (e.g. *pdlim5b, alcama, fmnl3*) (Fig. 4c; Supplementary Table 3). In the case of *mic19a* and *mic19b*, which encode the zebrafish orthologs of the essential MICOS complex component MIC19^21,24^, inclusion of exon 5 was significantly reduced in DKO hearts when compared to controls (Fig. 4d; Supplementary Fig. 3b; Supplementary Table 3). For *pdlim5b*, a pair of mutually exclusive exons (17 and 542 nucleotides) were alternatively spliced in DKO hearts to favor the inclusion of the longer exon (Fig. 4d, e; Supplementary Fig. 3b; Supplementary Table 3). To validate these results, we used RT-PCR to quantify percent spliced in (PSI) for isoform-specific exons between 48 hpf control and DKO hearts for *mic19a*, *mic19b*, and *pdlim5b* (Fig. 4e). In addition, we used real-time quantitative RT-PCR to determine relative levels of total transcript and alternatively spliced isoforms between cohorts for *mic19a, mic19b, pdlim5b*, and *tpm1* (Supplementary Fig. 3b). In agreement with our RNAseq results, total transcript levels were decreased for *mic19a* and *pdlim5b*, while no significant difference was observed for *mic19a* or *tpm1* (Supplementary Fig. 3b) However, relative isoform-specific transcript levels were significantly changed for all events tested with several exhibiting over a three-fold difference between cohorts (Supplementary Fig. 3b). 

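In the RNA-sequencing libraries, where all isoforms of a gene are counted together, total *chchd3a* (*mic19a*) fell from 126 ± 22.8 CPM (mean ± SD, n = 8) to 75.6 ± 13.3 CPM, a log2 fold change of −0.74 (SE 0.12, adjusted p = 1.67e-04 in edgeR's test). The gene was not called, because its FPKM, over a span of 113 kb, reached only 1.2. Its groups overlapped, with 88.8 to 154 CPM in CTRL and 57.1 to 95.6 CPM in DKO libraries, and the direction reversed (0.26) only under the scaling on cardiomyocyte markers. Total *chchd3b* (*mic19b*) was called downregulated, and its libraries ranged from 110 to 161 CPM in CTRL and from 69.6 to 105 CPM in DKO hearts. *pdlim5b* fell from 811 ± 148 to 299 ± 90.5 CPM, a log2 fold change of −1.44 (SE 0.17, adjusted p = 3.13e-06 in edgeR's test), and all 8 DKO libraries lay below all CTRL libraries. *tpm1* had 39.7 ± 10.4 CPM in CTRL and 36.0 ± 5.95 CPM in DKO hearts, a difference smaller than the spread between replicates, with a log2 fold change of −0.14 (SE 0.15, adjusted p = 0.548 in edgeR's test) and an FPKM of at most 0.959. Its direction depended on the scaling: it was 0.01 under library size alone and 0.91 under the scaling on cardiomyocyte markers (adjusted p = 0.00669 in edgeR's test, with a range of 0.00669 to 0.963 over its alternatives), and limma on log2(FPKM + 1) gave 0.01.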

Taken together, these molecular alterations suggest that defects in sarcomere assembly and mitochondrial respiration might contribute to the ventricular size and functional deficiencies observed in DKO hearts.

### Rbfox proteins are required for sarcomere assembly and mitochondrial metabolism

To test whether these molecular alterations translate into sarcomere and mitochondrial abnormalities, we first compared myofibril architecture between 48 hpf control and DKO hearts. To visualize sarcomere alignment, we performed immunofluorescence with antibodies that recognize Myosin Heavy Chain (MHC), Atrial Myosin Heavy Chain (AMHC), Troponin T, and Tropomyosin. As anticipated, control hearts show highly ordered myofibrils with prominent striations (Fig. 5a, b). Although DKO hearts express the proteins analyzed, striations were absent, demonstrating that the myofibrils did not assemble appropriately (Fig. 5a, b). Transmission electron micrographs confirmed these results as sarcomere bundles and Z-lines were apparent in 48 hpf control ventricular cardiomyocytes but absent from DKO (Fig. 5c). Myofibrillar disarray was also observed in DKO animals at the linear heart tube stage (30 hpf; Supplementary Fig. 4) when cardiac contractions normally commence^25^. These data demonstrate that Rbfox proteins are essential for sarcomere assembly in vivo and suggest that this defect contributes to the functional deficiency observed in DKO hearts.

**Fig. 5:**
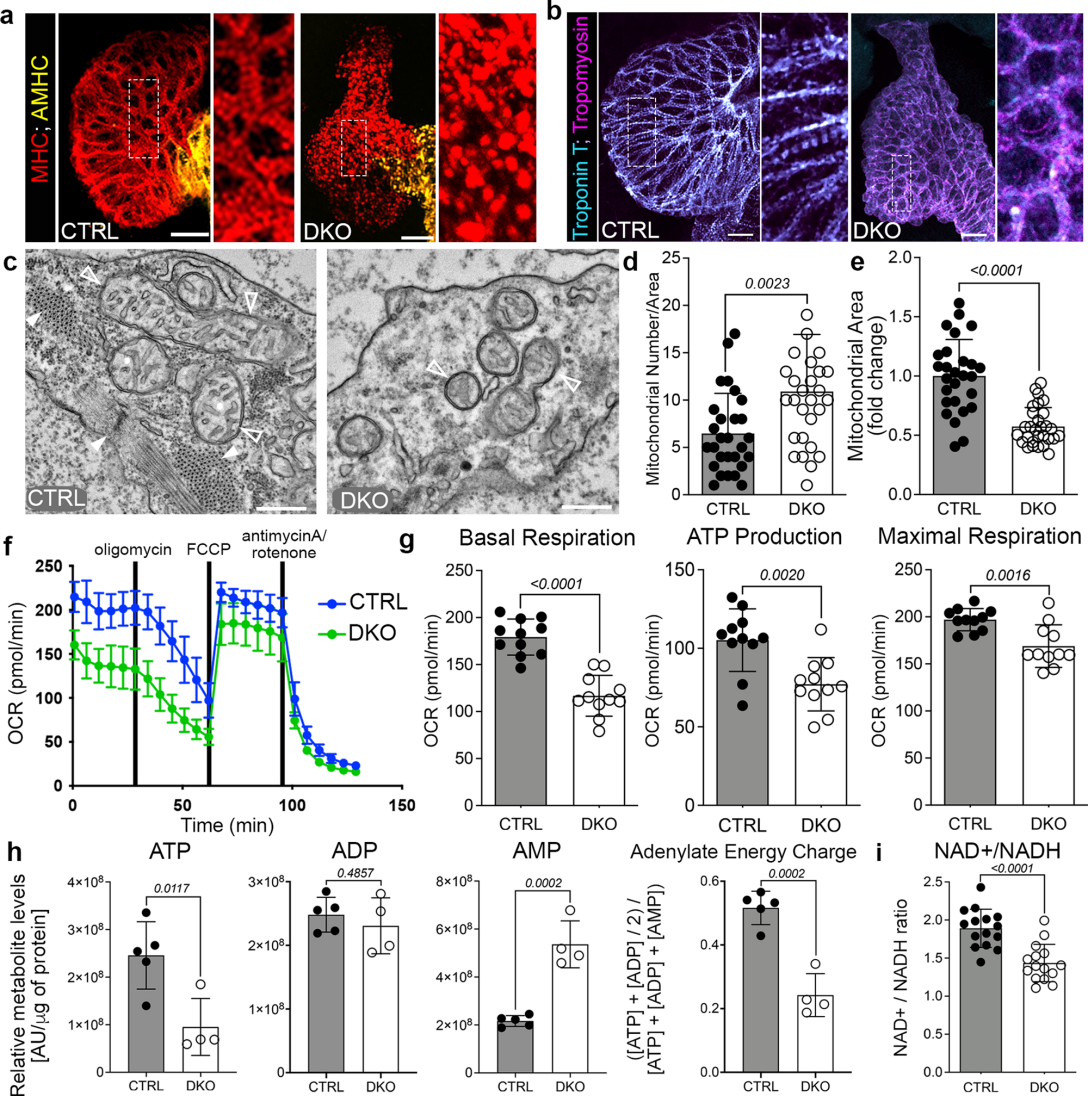
Rbfox proteins mediate sarcomere assembly and mitochondrial respiration. **a**, **b** Merged confocal projections of 48 hpf CTRL or DKO hearts immunostained for MHC and AMHC (**a**), and Troponin T and Tropomyosin (**b**). Magnified views of boxed regions are shown. **c** Transmission electron micrographs (TEMs) of ventricular cardiomyocytes in 48 hpf CTRL or DKO. White arrowheads highlight sarcomere bundles and a Z-line in CTRL. Open arrowheads highlight mitochondria. **d**, **e** Dot plots depicting mitochondrial numbers per area and fold change in mitochondrial area. **f** Graph of seahorse mito stress test to measure oxygen consumption rates (OCR) of 48 hpf CTRL or DKO embryos. Drug addition is indicated. **g** Dot plots from raw data in **f**. **h** Dot plots of metabolomics data in 24 hpf CTRL or DKO embryos. **i** Dot plot showing NAD+/NADH ratio at 48 hpf by GloAssay. Sample sizes and statistics: (**a**, **b**) Little to no variation in expression was observed. *n* = 10 embryos/cohort. **c** *n* = 3 embryos/cohort. **d**, **e** Each dot represents the number of mitochondria per 8000X section and fold change in mitochondrial area (CTRL: 11 sections from Heart 1, 7 sections from Heart 2, and 9 sections from Heart 3; DKO: 8 sections from Heart 1, 10 sections from Heart 2, and 11 sections from Heart 3). **f** *n* = 3 biologically independent replicates with one representative graph shown. Each dot in (**f**) represents 11 embryos per cohort. **h** *n* = 4 CTRL or 5 DKO biological replicates with 40 deyolked 24 hpf embryos/replicate. All metabolites were normalized by protein level. **i** *n* = 3 embryos/dot. Data are presented as mean values+/− one SD. Statistical significance was determined by an unpaired, two-tailed Student’s *t*-test assuming equal variances. *P* values are shown. Source data are provided as a Source Data file. Scale bars: 20 μm.

To test if mitochondrial ultrastructure is affected in DKO cardiomyocytes, we analyzed the same transmission electron micrographs for alterations in mitochondrial morphology. Unlike mitochondria from control cardiomyocytes that have characteristic round or elongated shapes with regularly dispersed cristae, mitochondria from DKO cardiomyocytes appeared malformed with less defined or missing inner membrane folds (Fig. 5c). This notable ack of discernable cristae is consistent with downregulation and alternative splicing of *mic19*, which has been shown to be essential for normal mitochondrial morphology, cristae distribution, and ATP production^24^. Upon quantification, we found that there were significantly more mitochondria per area in DKO cardiomyocytes (Fig. 5d), but they were significantly smaller in size (Fig. 5e).

To determine if mitochondrial respiration is affected, we performed a mitochondrial stress test using the Agilent Seahorse analyzer to determine oxygen consumption rates (OCR) in individual control or DKO embryos at 48 hpf (Fig. 5f). Basal respiration, ATP production, and maximal respiration were all significantly reduced in *rbfox* mutant embryos (Fig. 5g), demonstrating that mitochondrial respiration is compromised in the absence of Rbfox activity. As an alternative approach, we performed untargeted metabolomics on 24 hpf control and DKO embryos (Supplementary Table 4). Although a low number of metabolites were detected in our samples, likely reflecting low sample input, we observed significantly reduced levels of ATP, no change in ADP, and a significant increase in AMP (Fig. 5h; Supplementary Table 4). These data are consistent with failure to generate ATP during oxidative phosphorylation. To quantify the overall energy status of control and DKO cells, we calculated the Adenylate Energy Charge using the following formula: ([ATP] + ½ [ADP])/([ATP] + [ADP] + [AMP]) and found a significant reduction in DKO embryos (Fig. 5h). Finally, the NAD+/NADH ratio, which is directly linked to oxygen consumption rate and mitochondrial metabolism, was also significantly decreased in 48 hpf DKO animals compared to controls (Fig. 5i). Taken together, these data demonstrate that Rbfox proteins are essential for sarcomere assembly, mitochondrial ultrastructure, electron transport chain gene expression, and ATP production, which when defective compromises cardiomyocyte pump function and cell growth.

### Myocardial-specific expression of Rbfox1l rescues ventricular structure and function, valve development, and aortic stenosis in DKO hearts

Based on the timing of phenotype emergence, our data suggest that defective myocardial pump function is primary while aortic stenosis and valve atresia are secondary. To test this hypothesis directly, we engineered a stable transgenic line constitutively expressing *rbfox1l* under the control of the cardiomyocyte-specific *myl7* promoter [*Tg(myl7:rbfox1l)*]. We chose to express zebrafish Rbfox1l rather than Rbfox2 as its RNA Recognition Motif (RRM) is more highly conserved in length and amino acid sequence with that of human RBFOX2. As expected, we found that DKO embryos displayed the characteristic edema indicative of cardiovascular defects relative to control (Fig. 6a). Transgenic animals were indistinguishable from non-transgenic controls (Fig. 6a), demonstrating that higher than endogenous levels of Rbfox activity in the myocardium does not have deleterious consequences. Remarkably, no cardiac edema was observed in DKO animals carrying the transgene (Fig. 6a), indicating that cardiac function might be restored. Videos of GFP-expressing hearts were used to calculate %FAC as previously described. Transgenic embryos did not show any change in %FAC compared to non-transgenic controls (Fig. 6b). However, %FAC was completely rescued to control levels in DKO embryos in the presence of the transgene (Fig. 6b), demonstrating an autonomous role for Rbfox1l in regulating ventricular pump function. Based on Tropomyosin staining, sarcomere assembly was also rescued in DKO cardiomyocytes overexpressing Rbfox1l (Fig. 6c). Remarkably, we found that both aortic stenosis (Fig. 6d, e) and endocardial cushion atresia (Fig. 6f, g) were fully rescued in DKO hearts when Rbfox1l was specifically expressed in cardiomyocytes. Overall, these data demonstrate that the cardinal HLHS phenotypes observed in DKO embryos arise downstream of and secondary to a myocardial-intrinsic defect.

**Fig. 6:**
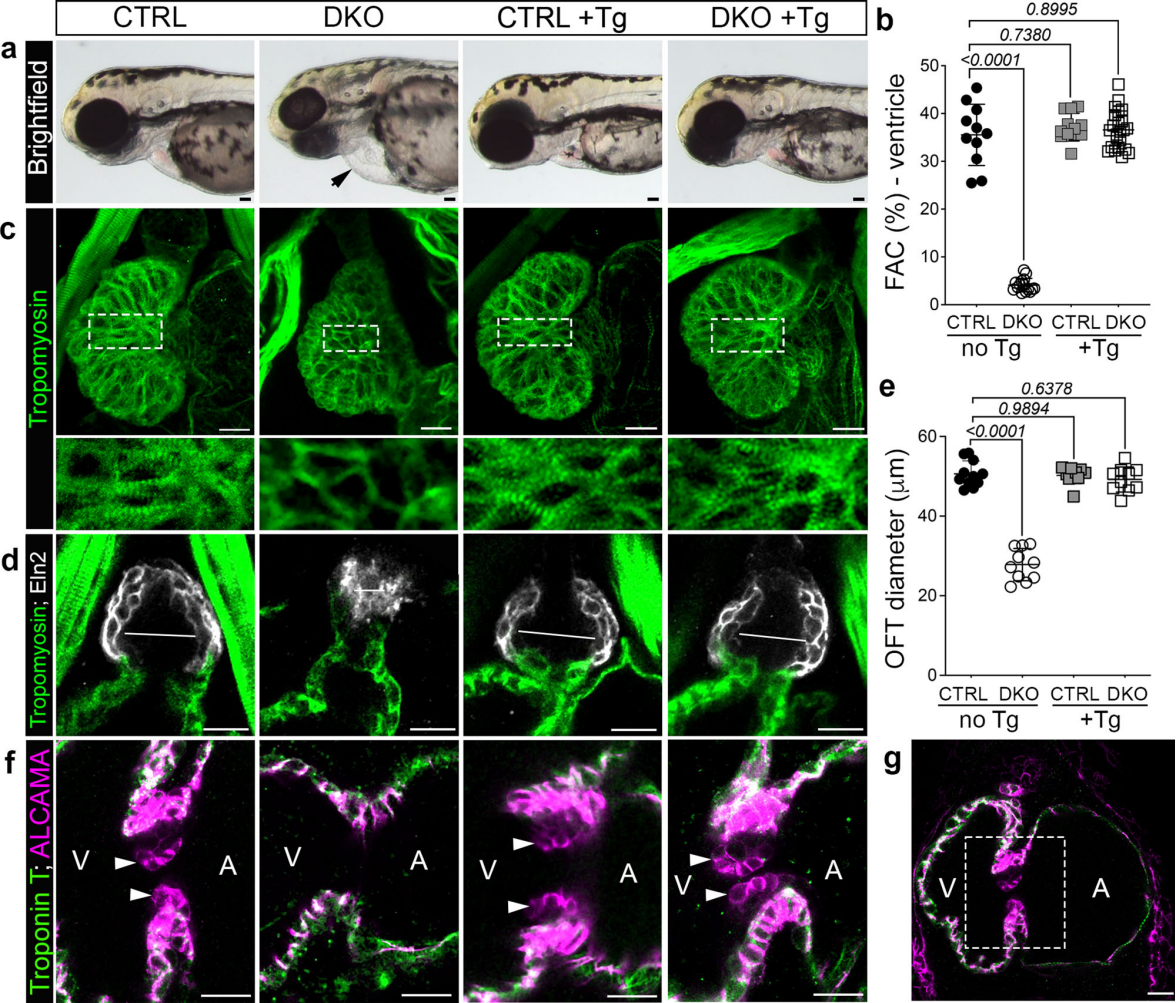
Aortic stenosis and valve atresia in *rbfox*-deficient zebrafish arise secondary to impaired pump function. **a** Brightfield images of 72 hpf CTRL or DKO embryos in the absence or presence of the *Tg(myl7:rbfox1l)* transgene (Tg). Black arrow highlights pericardial edema in DKO. **b** Dot plot showing % fractional area change (FAC) of ventricles in 72 hpf CTRL or DKO embryos in the absence or presence of the *Tg(myl7:rbfox1l*) transgene. **c** Confocal projections of hearts in 72 hpf CTRL or DKO embryos in the absence or presence of the *Tg(myl7:rbfox1l*) transgene following immunostaining for Tropomyosin. Boxed regions are shown below each panel at higher magnification. **d** Confocal sections of outflow tracts (OFTs) in 72 hpf CTRL or DKO embryos in the absence or presence of the *Tg(myl7:rbfox1l*) transgene following immunostaining for Tropomyosin (green) and Eln2 (white). White lines depict OFT diameter. **e** Dot plot showing quantification of OFT diameter. **f** Confocal sections of the atrioventricular canal in 72 hpf CTRL or DKO embryos in the absence or presence of the *Tg(myl7:rbfox1l*) transgene after immunostaining for Troponin T (green) and ALCAMA (pink). White arrowheads mark the endocardial cushions that are lacking DKO. **g** Boxed region approximates the areas shown at higher magnification in **f**. Sample sizes and Statistics: (**a**, **b**) *n* = 11 CTRL, *n* = 15 DKO, *n* = 12 CTRL+ Tg, *n* = 23 DKO+ Tg; (**c**) *n* = 10/cohort; (**d**, **e**): *n* = 11 CTRL, *n* = 10 DKO, CTRL + Tg, DKO + Tg (**f**) *n* = 9 CTRL+ or – the transgene and *n* = 6 DKO+ or – the transgene. Each dot represents 1 embryo in both graphs. Data are presented as mean values +/− one SD. Statistical significance was determined by ordinary one-way ANOVA Dunnet’s multiple comparisons test. *P* values are shown. Source data are provided as a Source Data file. Scale bars: 20 μm.

### Injection of human *RBFOX2* mRNA restores cardiovascular development in *rbfox*-deficient zebrafish, while HLHS-linked *RBFOX2* variants do not

To determine if the molecular function of Rbfox proteins is evolutionarily conserved from zebrafish to humans, we attempted to rescue ventricular function in DKO embryos by microinjection of human *RBFOX2* mRNA. As expected, edema was present in uninjected DKO embryos and their hearts were malformed when compared to uninjected controls (Fig. 7a, b). Injection of wildtype human *RBFOX2* mRNA largely suppressed the edema in DKO embryos and restored the heart to a more normal morphology (Fig. 7a, b). Quantification of %FAC revealed that wildtype human *RBFOX2* rescues the contractile deficiency observed in DKO zebrafish, demonstrating conservation of RBFOX2 function between species (Fig. 7c). Unlike wildtype *RBFOX2*, injection of three different variants identified in HLHS patients^11^ failed to restore pump function in DKO hearts (Fig. 7c). These data demonstrate that the cardiac functions of Rbfox proteins are conserved between zebrafish and humans and that these functions are lacking in HLHS-linked variants.

**Fig. 7:**
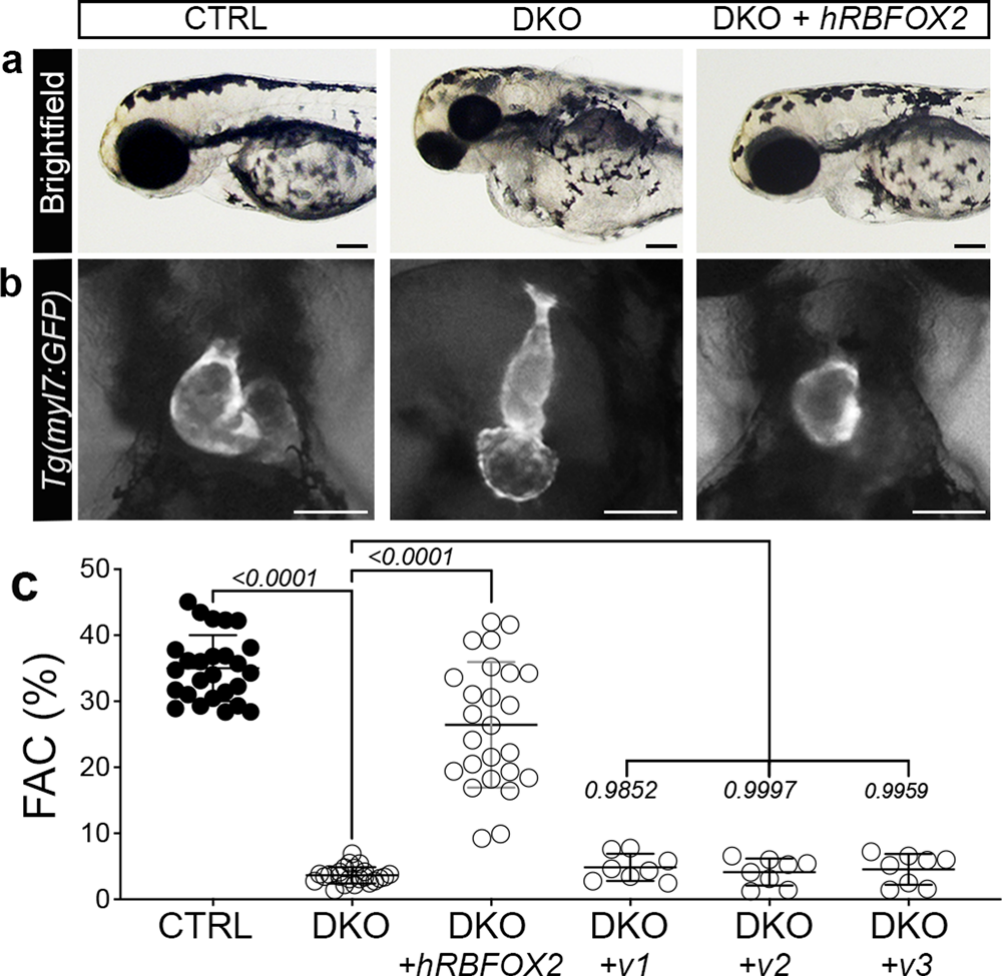
Injection of human *RBFOX2* mRNA restores cardiovascular development in *rbfox*-deficient zebrafish, while HLHS-linked *RBFOX2* variants fail to rescue. **a** Brightfield images of 72 hpf CTRL, DKO, and DKO embryos injected with wildtype human *RBFOX2* (*hRBFOX2*) mRNA. **b** Brightfield images with fluorescent overlay of *Tg(myl7:GFP)* reporter signal in hearts of 72 hpf CTRL, DKO, and DKO embryos injected with wildtype *hRBFOX2* mRNA. **c** Dot plot showing % FAC of 72 hpf ventricles in the following cohorts: uninjected CTRL, uninjected DKO, DKO+ wildtype *hRBFOX2*, DKO+ *RBFOX2-v1, v-2, or v-3* mRNA where *hRBFOX2* harbors a variant (v) previously discovered in patients with HLHS. Sample sizes and statistics: (**c**) uninjected CTRL, *n* = 26; uninjected DKO, *n* = 23; DKO+ wildtype human *RBFOX2*, *n* = 25; DKO + *hRBFOX2 v1, v2*, or *v3* (*n* = 8 per group). Each dot represents 1 embryo. Data are presented as mean values +/− one SD. Statistical significance was determined by ordinary one-way ANOVA Dunnet’s multiple comparisons test. *P* values are shown. Source data are provided as a Source Data file. Scale bars: 20 μm.

## Discussion

Although whole exome sequencing has revolutionized the discovery of new candidate CHD loci^11,12,26^, follow-up studies in genetically modified animal and iPSC models have been relatively less prolific. Here, we report a new animal model of HLHS that links genetic variants in *RBFOX2* to disease pathogenesis. Moreover, our study demonstrates that while HLHS is thought to be an obligate multigenic disease, it might also arise from a single gene mutation where the structural defects develop secondary to myocardial dysfunction. Overall, our study supports an emerging paradigm for HLHS pathogenesis that centers on myocardial intrinsic abnormalities.

Historically, HLHS was considered a valve disease where the cardinal phenotypes arise from hemodynamic deficiencies^2,27^. Specifically, outflow tract obstruction caused by aortic valve atresia was thought to be a primary driver of HLHS due to reduced blood flow through the LV, which in turn causes secondary chamber growth deficiencies (“no flow, no grow”)^1,27^. This paradigm is consistent with the inheritance of bicuspid aortic valve (BAV), a milder form of aortic valve disease, in first-degree relatives of HLHS probands^28,29^. However, more recent studies connect intrinsic myocardial defects with LV hypoplasia, suggesting that LV and valve phenotypes can arise independently. Several lines of evidence support this claim. Specifically, damaging variants in α-Myosin Heavy Chain *(MYH6)*, which encodes a critical sarcomere component, have been found in individuals with HLHS^30^. Furthermore, iPSC-derived cardiomyocytes from HLHS patients were reported to display either defective differentiation^31^ or impaired contractility^32^ in vitro where hemodynamic forces are lacking. Moreover, myocardial-intrinsic deficiencies were reported in the *Ohia* HLHS mouse model^10^ supporting the idea that LV hypoplasia can manifest from defects within the myocardium. Therefore, it is likely that HLHS can arise through several different mechanisms. As such, linking specific genetic lesions with their primary cellular defect(s) is paramount for developing therapeutic treatment options and for improving the accuracy of prognosis following SV surgery.

In the case of *rbfox* mediated HLHS-like phenotypes in zebrafish, we discovered a primary issue in pump function that leads to compromised development of the valves and aorta. These structural defects are similar to but more severe than those described for two *RBFOX2* heterozygous patients that were reported to have aortic valve stenosis or atresia, mitral valve stenosis, and hypoplasia of the ascending aorta^11^. Why Rbfox-induced defects in myocardial contractility result in HLHS while other mutations that compromise ventricular function do not remains unclear. One possibility is that the combination of decreased sarcomere assembly and mitochondrial respiration synergistically contribute to disease pathogenesis. The independence of these two abnormalities seems likely as we observed decreased expression and alternative splicing of both sarcomere and mitochondrial transcripts in *rbfox*-deficient zebrafish hearts. Consistent with this finding, a previous report documented decreased expression of sarcomere and mitochondrial components in Rbfox2-depleted rat myoblasts due to alternative polyadenylation^33^. However, conditional knock-out of Rbfox2 in the embryonic mouse heart was linked to changes in alternative splicing of transcripts involved in cell adhesion to the extra-cellular matrix^14^, a process not readily identified in our datasets. Therefore, a more comprehensive cross-species comparison of alternative splicing changes caused by loss of Rbfox2 in the heart could be informative. Of particular interest from our study is the identification of decreased expression and alternative splicing of *mic19*, which is essential for mitochondrial ultrastructure and metabolism^21^. Consistent with these findings, iPSC-derived cardiomyocytes from HLHS patients with heart failure also showed significant reductions in mitochondrial metabolism with lower basal respiration and ATP production^32^. By contrast, increased basal respiration was reported in the *Ohia* HLHS mouse heart^6^. These opposing outcomes suggest that differences in disease etiology might account for contrasting effects on cardiomyocyte respiration. Further investigation into the prevalence of metabolic dysregulation across HLHS models will be needed to learn whether this abnormality contributes broadly to myocardial dysfunction. Although it is currently unknown whether *RBFOX2* itself becomes secondarily downregulated in the SV myocardium in the absence of *RBFOX2* mutations, decreased expression could contribute to early heart failure in a broader population and represent a shared pathway to disease pathogenesis.

Taken together, our data highlight that mutations in Rbfox2 orthologs are sufficient to cause the full spectrum of HLHS-like phenotypes in zebrafish through a primary functional deficiency and underscore the need for whole animal modeling of this complicated disease. Based on our expression and alternative splicing data, it is likely that primary defects in both sarcomere assembly and mitochondrial respiration independently contribute to myocardial dysfunction. As such, procedures such as fetal aortic valvuloplasty to reduce outflow tract obstruction^34^ would be unlikely to benefit those with *RBFOX2*-mediated HLHS. Moreover, our data suggest that HLHS patients with *RBFOX2* mutations are more likely to develop heart failure following palliative surgery, suggesting that early transplantation might be critical for this cohort.

## Methods

### Zebrafish husbandry and strains

Zebrafish (*Danio rerio*) were bred and maintained following protocols approved by the Institutional Animal Care and Use Committee (IACUC) of Massachusetts General Hospital and Boston Children’s Hospital. All procedures followed the guidelines and recommendations outlined by the Guide for the Care and Use of Laboratory Animals. The following zebrafish strains were used in this study: *Tg(myl7:GFP)*^*f1*^^35^, *Tg(myl7:nGFP)*^*fb18*^^36^, *Tg(kdrl:mCherry)*^*s896*^^37^, *TgBAC(nkx2.5:Kaede)*^*fb9*^^38^, *rbfox1l*^*chb5*^ (this study), *rbfox2*^*chb6*^ (this study), *Tg(myl7:GFP-P2A-rbfox1l)*^*chb7*^ (this study). Zebrafish strains including *fb* and *chb* alleles that were used in this study are available upon request.

### Generation and genotyping of *rbfox1l*^*chb5*^ and *rbfox2*^*chb6*^ mutant alleles

Guide RNAs targeting the sequence 5ʹ- TGTGGCAGCGGCGGCTG −3ʹ in exon 8 for *rbfox1l* and 5ʹ- GAGATCATCTTCAATGAAAG −3ʹ in exon 3 for *rbfox2* were generated and injected at a final concentration of 150 ng/μl with Cas9 protein (New England Biolabs) into one-cell stage zebrafish embryos as previously described^39^. Germline transmission of CRISPR/Cas9-induced deletions was detected using fluorescent PCR and DNA-fragment analysis as previously described^40^. For *rbfox1l*, 14 bp (CCGCAGCCGCCGCT) in exon 8 were deleted. For *rbfox2*, 2 bp (TCAATGAAAGGGGC) in exon 3 were deleted. For *rbfox1l*, the PCR primers: 5ʹ-GCAGTTTGTCGTTTTGCCCA-3ʹ and 5ʹ- ACTGACCCTGGGTAGGCTG-3ʹ were used for genotyping to produce a 193 bp wildtype amplicon and a 179 bp mutant (*chb5*) amplicon. For *rbfox2*, the PCR primers: 5ʹ-TTGGAAAGATTCTGGATGTG-3ʹ and 5ʹ- TGACGAGTTTTGGAGGTTGA-3ʹ were used to produce a 189 bp wildtype amplicon and a 187 bp mutant (*chb6*) amplicon.

### Construction of the *Tg(myl7:GFP-rbfox1l)* strain

A construct containing the following DNA elements was assembled by Gibson cloning: (1) a ~0.9 kb *myl7* promoter to drive specific expression in cardiomyocytes; (2) a bicistronic cassette encoding an enhanced green fluorescent protein (GFP) and zebrafish Rbfox1l, separated by a viral P2A sequence and 3xHA tag. The entire construct was flanked with Tol2 sites to facilitate transgenesis. In this line, all cardiomyocytes constitutively express GFP and Rbfox1l. The full name of this line is *Tg(myl7:GFP-P2A-3xHA-rbfox1l)*^*chb7*^.

### Microscopy, imaging, and functional analysis

For compound microscopy, zebrafish embryos were anesthetized in 0.16% Tricaine (Sigma-Aldrich), immobilized in 0.9% low-melt agarose dissolved in embryo media (E3 medium) on depression slides, and imaged using epifluorescence and/or bright-field optics on a Nikon Eclipse 80i compound microscope with a QImaging Retiga 2000R CCD camera (QImaging).

For live imaging of the beating heart over successive cardiac cycles, 72 and 30 hpf zebrafish embryos carrying the *Tg(myl7:GFP)* myocardial reporter were anesthetized in 0.16% Tricaine (Sigma–Aldrich), immobilized on a depression slide in 0.9% low melt agarose dissolved in embryo media (E3 medium), and imaged on a Nikon Eclipse 80i compound microscope for 15 s with a QImaging Retiga 2000R CCD camera (QImaging). For live imaging on a confocal microscope, embryos carrying fluorescent reporters were anesthetized in 0.16% Tricaine and mounted on 35 mm glass bottom Petri dishes (MatTek Corp) in 0.9% low melting point agarose containing 0.16% Tricaine and covered in embryo media with 0.4% Tricaine. For imaging fixed embryos on a confocal microscope, animals were embedded in 0.9% low melting point agarose on 35 mm glass bottom Petri dishes (MatTek Corp). Z-stack images were acquired using an Olympus FV3000R resonant scanning confocal microscope and processed using Fiji software^41^.

For functional analysis at 72 hpf, still images of each chamber at the end of diastole and systole were extracted from movies and area measurements made using Fiji software^41^. To calculate percent fractional area change, the following formula was used: (end diastolic area − end systolic area) / end-diastolic area × 100. To quantify function at 30 hpf, still frames of the arterial pole, which was defined as the first third of the linear heart tube, were extracted during diastole and systole and the width measured using Fiji software^41^. To calculate percent fractional shortening, the same formula was used where width was substituted for area. To quantify chamber volumes at 48 hpf, hearts from live embryos were imaged over successive cardiac cycles using a Zeiss Lightsheet Z.1 microscope. Chamber volumes at the end of diastole and systole were determined in MATLAB using the CFIN deep learning platform and used to calculate ejection fraction, stroke volume, and cardiac output^19^.

Cardiomyocyte area and circularity measurements were made on *Tg(myl7:GFP*) embryos stained with anti-GFP and anti-ALCAMA (ZN-8) antibodies using Fiji software^42^.

### Whole mount immunofluorescence

Embryos were anesthetized with 0.16% Tricaine prior to overnight fixation in phosphate-buffered saline (PBS) containing 4% paraformaldehyde (PFA). The following day, embryos were rinsed and washed in PBS containing 0.1% Tween-20 (PBST) to remove PFA and treated with bleaching solution to remove pigment (0.8% KOH, 0.9% H_2_O_2_, and 0.1% Tween-20 in ddH_2_O). Next, embryos were washed with PBST and permeabilized with PBS containing 0.5% Triton X-100 for 2 h. Embryos were treated with blocking buffer (5% bovine serum albumin (BSA) and 5% goat serum in PBST) for 1 h prior to overnight incubation at 4 °C with primary antibodies diluted in blocking buffer. The following primary antibodies were used: anti-GFP (1:500 dilution, Abcam, ab13970), anti-mCherry (1:200, Abcam, ab125096), anti-Rbfox1l (1:200)^16^, anti-Rbfox2 (1:200)^16^, anti-Myosin Heavy Chain (1:50, MF20, Developmental Studies Hybridoma Bank (DSHB)), anti-Eln2 (1:1000)^43^, anti-ALCAMA (1:50, ZN-8, DSHB), anti-Atrial Myosin Heavy Chain (1:50, S46, DSHB), anti-Tropomyosin (1:200, CH1, DSHB), and anti-Troponin T (1:500, CT3, DSHB). Embryos were washed in PBST and incubated with Alexa Fluor-conjugated secondary antibodies (1:500, Thermo Fisher Scientific) for 2 h at room temperature. The following secondary antibodies were used: Goat anti Rabbit IgG 488 (A11008), Goat anti Mouse IgG2a 488 (A21131), Goat anti Mouse IgG2b 568 (A21144), Goat anti Rabbit IgG 568 (A11036), Goat anti Mouse IgG1 568 (A21124), Goat anti Mouse IgG2a 555 (A-21137), Goat anti Chicken IgY 488 (A11039), Goat anti Rabbit IgG 647 (A21244). Following incubation, embryos were washed in PBST and nuclei labeled with DAPI for 5 min (1:1000, Sigma–Aldrich) for imaging.

### EdU proliferation analysis

EdU (5-ethynyl-2ʹ-deoxyuridine) labelling was preformed using the Click-iT™ Plus EdU Cell Proliferation Kit (Thermo Fisher Scientific, C10640). Briefly, embryos were treated with 1 mM EdU in embryo media (E3 medium) for 24 h followed by fixation and processing according to the immunofluorescence protocol with the following modifications. After bleaching and permeabilization, embryos were incubated in Click-iT® Plus reaction cocktail for 1 h in the dark, followed by several washes with PBST. Thereafter, embryos were incubated in blocking buffer, primary antibodies and secondary antibodies in the dark according to the immunofluorescence protocol.

### Kaede photoconversion

*Tg(nkx2.5:Kaede)*^*fb9*^ embryos were photoconverted by exposing Kaede protein that was localized in pharyngeal arch 2 (PA2) to fluorescent light passed through the DAPI filter on an Olympus FV3000R resonant scanning confocal microscope with a 30×objective. At 28 h post fertilization (hpf), embryos were mounted in 0.9% low-melt agarose in a 35 mm glass-bottom dish (MatTek Corp.). Prior to photoconversion, embryos were imaged using a GFP filter. Immediately thereafter, PA2 was exposed continually to DAPI light for 10 s and assessed visually for residual green fluorescence. As needed, embryos were exposed to DAPI light for an additional 5 s, which was generally sufficient for complete photoconversion. Embryos were immediately imaged using the GFP and RFP filters, removed from agarose, arrayed individually in six-well plates, and incubated in the dark until 72 hpf when they were imaged again by confocal microscopy. During imaging, embryos were anesthetized in 0.16% Tricaine to cease cardiac contractions.

### Isolation of hearts and RNA for RNA-seq analysis

Embryos carrying *myl7:GFP* reporter were anesthetized with 0.16% Tricaine at 48 hpf and their hearts dissected in ice-cold PBS under a Leica Mz16 F Fluorescence Stereo Microscope. Pooled hearts (*n* = 35–70) were lysed in TRIzol reagent (Invitrogen) and total RNA purified by RNA microPrep (Zymo Research) for each biological replicate. The purified RNA eluates were kept at −80 °C prior to sequencing or qPCR. Total RNA from 16 pools (8 biological replicates of control and *rbfox*-null) were analyzed by TapeStation (Agilent). RNA was processed with poly(A) selection for full length transcripts and libraries generated using the ultra-low input library preparation kit (Illumina). Libraries were sequenced on an Illumina HiSeq platform using the 2 x 150 bp configuration with single index.

### RNA-seq data processing and splicing analysis

RNA-seq mapping and quantitation was done using STAR v. 2.6.1a^44^ with flags --runMode alignReads mThreadN 10 --genomeDir GenomeDir --outSAMtype BAM Unsorted --quantMode TranscriptomeSAM --outSAMstrandField intronMotif with --genomeDir pointing to a GRCz11/danRer11 STAR index. The mapped reads were further analyzed by HTSeq-count v.0.11.2^45^ and annotated using RefSeq database^46^. The expression levels for each transcript were quantified by FPKM (Fragments Per Kilobase of transcript per Million mapped reads). For genes with multiple isoforms, the FPKM values were summed across all isoforms as the expression values for the genes. Differential expression analysis was performed using the default DESeq2 v.1.32.0 method^47^ on count data comparing DKO (*rbfox1l*^*−/−*^; *rbfox2*^*−/−*^) vs. sibling control (CTRL) samples. P-values obtained by the Wald test (two-sided) were corrected for multiple testing using the Benjamini and Hochberg method. Genes with Benjamini-Hochberg adjusted *p*-values less than 0.05 and more than 1.5-fold change were considered differentially expressed. Only genes with FPKM greater than 5 in at least one sample were kept for further analysis. Gene ontology analysis was performed using DAVID v.6.8^48,49^. P-values obtained by a modified Fisher’s exact test (EASEscore) were corrected for multiple testing using the Benjamini and Hochberg method.

RNA-seq mapping and quantitation was done against GRCz11/danRer11 annotation using STAR v. 2.6.1a as described above. The dedicated splicing analysis algorithm rMATS v.4.2^23^ was run on the data as rmats.py with flags --readLength 150 --nthread -t paired pointing to the same GTF file and STAR index. Event inclusion was quantified both by counting junction reads only, and both junction and read on targets. The resulting data collated across replicates were filtered, and events had to meet the following conditions to be retained: the event had to be called in all samples, differences in inclusion levels had to be ≥0.2 or ≤ −0.2 and false-discovery rate < 0.05. *P*-values were obtained by a likelihood-ratio test and the false discovery rate (FDR) was based on the Benjamini-Hochberg approach.

### Quantitative and semi-quantitative RT-PCR

Embryo hearts were pooled and lysed in TRIzol reagent (Invitrogen) and total RNA purified by RNA Direct-zol Microprep (Zymo Research) for each biological replicate as described above. Reverse transcription of cDNA was synthesized using the Superscript III first-Strand Synthesis System (Invitrogen). Real-time quantitative RT-PCR was performed in triplicate with the Quant Studio3 Real-Time PCR System (Thermo Fisher Scientific) with Fast SYBR Green PCR Master Mix (Thermo Fisher Scientific). The 2^−ΔΔCT^ method^50^ was used to measure differential expression levels after normalization to *rsp11*. Isoform specific quantitative RT-PCR was performed using at least one primer specific to the alternatively spliced exon as determined by rMATS. Total transcript levels were determined using primer pairs that bind to regions conserved across all isoforms. Semi-quantitative RT-PCR was performed using Phusion polymerase (Thermo Scientific) to amplify the cassette exon and flanking sequences. Products were run on 4% agarose gels and imaged with the BioRad Gel Doc XR + imager. Band intensities were quantified with Fiji and normalized to background signal prior to calculation of PSI. All primer sequences used for RT-PCR are shown in Supplementary Table 5.

### Transmission electron microscopy (TEM)

Embryos were fixed in a 1:1 mixture of embryo media (E3 medium) and FGP fixative (2.5% paraformaldehyde (PFA), 5% glutaraldehyde, and 0.06% picric acid in 0.2 M cacodylate buffer) overnight. Fixed embryos were washed in 0.1 M cacodylate buffer several times and osmicated in 1% Osmium tetroxide/1.5% Potassium ferrocyanide in ddH_2_O for 3 h followed by several washes of in ddH_2_O. Embryos were stained with 1% uranyl acetate in maleate buffer (pH 5.2) for 1 h. After washing several times in malelate buffer, embryos were dehydrated by a graded cold ethanol series that was changed three times over one hour to reach 100%. Embryos were immersed in propylene oxide with two solution changes over one hour. Embryos were placed in a 1:1 mixture of propylene oxide and Taab 812 resin (Marivac-Canemo Inc.) including catalyst overnight at 4 °C. The next day, embryos were embedded in pure Taab resin mixture and placed in a 60 °C incubator for 48 h. Samples containing the heart region were cut as 80 nm sections using a Leica Ultracut S microtome, mounted on formvar-carbon coated slot Cu grids, and stained with 0.2% Lead Citrate. Cardiomyocytes in the ventricle were viewed and imaged under a Philips Tecnai BioTwin Spirit or JEOL 1200x Electron Microscope.

### Measurement of in vivo oxygen consumption rates (OCR)

Embryos produced from pairwise matings were de-chorionated manually at 24 hpf and assayed at 48 hpf in an Agilent Seahorse XFe96 Analyzer. One embryo was added per well to a Seahorse XFe96 Spheroid Microplates (Agilent, 102978-100; FluxPak: Agilent, 102601-100) in a total volume of 180 μl of E3 containing 0.16% Tricaine using a cut P1000 pipet tip to avoid air bubbles. Oligomycin (Sigma–Aldrich, 75351-5MG) was loaded into port A at a final concentration of 25 μM. Carbonyl cyanide 4-(trifluoromethoxy) phenylhydrazone (FCCP; Sigma–Aldrich, C2920-10MG), was loaded into port B at a final concentration of 2.5 μM. Rotenone (Sigma–Aldrich, R8875-1G) and antimycin (Sigma–Aldrich, A8674-25MG) were loaded into port C at final concentrations of 2 μM. The running program consisted of 24 measurement cycles, including 6 cycles for baseline, and 6 cycles after treatment with each drug. Each cycle includes 2 min mix, 1 min wait and 2 min measure. The temperature of the Analyzer was set to 28 °C, which was maintained by desk fans and dry ice to circulate the cool air. Oxygen consumption rate (OCR) values were determined using the Seahorse software, Wave 2.4.0. GraphPad Prism 9 software was used for statistical analysis.

### Metabolite profiling and mass spectrometry

For sample preparation, fifty embryos were dechorionated using pronase (0.5 mg/ml, Sigma) and transferred to a 1.5-ml tube. To dissolve the yolk, embryos were pipetted up and down with a P1000 in 1000 ul of cold Ringer’s working solution with phosphatase inhibitor (Roche, 04906845001) and protease inhibitor (Roche, 11873580001) according to *The Zebrafish Book*^51^. Deyolked embryos were obtained by spinning at 4 °C for 2 min at 13,800 × *g* and removing the supernatant. 60% LC-MS Methanol in LC-MS Chloroform was added to the embryo pellet to extract the metabolites and dried down using the Savant SPD111V SpeedVac Concentrator. The sample extract was separated using an iHILIC-(P) Classic column (5 μm, 150 × 2.1 mm I.D., HILICON) coupled to a Thermo Scientific SII UPLC system. The sample extracts were run using Buffer A: water with 20 mM ammonium carbonate with 0.1% ammonium hydroxide and Buffer B: acetonitrile. The gradient was run at a flow rate of 0.150 mL/min as follows: 0–20 min linear gradient from 80% to 20% B; 20–20.5 min linear gradient from 20% to 8% B; 20.5–28 min hold at 80% B; 28–30 min hold to waste at 80% B. Mass spectrometry detection was carried out on a Q Exactive HF-X orbitrap mass spectrometer with a HESI source operated in negative ion mode with a full-scan analysis over 70–1000 m/z and high resolution (60,000) was used for mass detection. Sigma’s MSMLS (Mass Spectrometry Metabolite Library) was run in both negative and positive ion modes. A total of 537 compounds were detected, of which 286 metabolites were detected in negative ion mode. This negative ion mode library was subsequently used for metabolite identification. A master mix of metabolic reference standards were run prior to each set of samples, such that there was no retention time shift within the margins of 5 ppm. Sample QC/.data processing were completed using the Thermo Tracefinder 3.3 analysis software (Thermo Fisher Scientific) for peak detection and integration. The metabolic peak area was first normalized to the internal standard (glutarate 1 ug/sample) and then to the protein concentration to obtain the final intensity value(s) for which the metabolite levels were normalized to the total protein amount (μg) per sample. The protein layer was also dried down in the Savant SPD111V SpeedVac Concentrator and protein was extracted from the pellets in 50 ul of 0.2 M sodium hydroxide by using a heat block set to 95 °C for 20 min. The protein concentration was then read on the BioTek Epoch Microplate Spectrophotometer.

### Determination of NAD+/NADH ratio

NAD+/NADH measurements were perform using NAD/NADH-Glo Assay (Promega, G9071) according to manufacturer’s instructions with some modification. For sample preparation, three embryos were pooled in 50 μl PBS, homogenized and lysed in 50 μl of 0.2 N sodium hydroxide with 1% dodecyltrimethylammonium bromide (DTAB, Sigma, D8638) using a cordless pellet pestle (Sigma, Z359971). To measure NAD+, 40 μl of each sample was transferred to a PCR tube containing 20 μl of 0.4 N hydrogen chloride (HCl) and heated to 60 °C to selectively degrade NADH. Samples were equilibrated for 10 min at room temperature and neutralized by adding 20 μl of 0.5 M Trizma base. To measure NADH, 40 μl of each sample was transferred to a PCR tube and incubated at 60 °C for 15 min to degrade NAD+. After 10 min equilibration at room temperature, 40 μl of 0.25 M Trizma/HCl solution (0.25 M Trizma base in 0.2 N HCl) was added to neutralize the base-treated samples. For the NAD/NADH-Glo Assay, 25 μl of the above samples were added to 25 μl of the NAD/NADH-Glo Detection Reagent in a 96-well plate and luminescence was recorded by FlexStation 3 Multi-Mode Microplate Reader (Molecular Devices, LLC.) every 5 min for 1.5 h.

### Microinjection with wildtype and mutant human *RBFOX2* mRNA

To generate wildtype human *RBFOX2* mRNA, full length *RBFOX2* (Addgene, Plasmid #59770) was released from the Addgene plasmid with StuI and XhoI and subcloned into the pCS2+ vector. For mutant *RBFOX2* mRNA, three mutant cDNAs were created based on the variants that segregate with HLHS in newborns^11^. Variant 1 is a frameshift mutation of A899AG at position 36157314 of chromosome 22; Variant 2 is a nonsense mutation of G1072A at position 36155975; Variant 3 is splice site mutation of G1312C at position 36141969. These variants were subcloned into pCS2+. Plasmids were linearized with SacII and mRNA synthesized using the mMessage mMachine SP6 transcription kit (Thermo Fischer Scientific). Embryos were injected at the one-cell stage with ∼1 nl (100 pg) of full-length wildtype or mutant *RBFOX2* mRNA.

### Statistics

Data are expressed as the mean ± SD of at least three independent experiments. Statistical significance was evaluated by unpaired two-tailed Student’s *t*-tests in GraphPad Prism 9. *P* < 0.05 was considered significant. All sample sizes are reported in the figure legends.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Description of Additional Supplementary Files

Supplementary Dataset 1

Supplementary Dataset 2

Supplementary Dataset 3

Supplementary Dataset 4

Supplementary Dataset 5

Supplementary Movie 1

Supplementary Movie 2

## Data Availability

The data supporting the findings from this study are available within the manuscript and its Supplementary Information. RNA-Seq raw data have been deposited in the GEO under accession number GSE189934. Metabolomics data have been deposited in Metabolights^52^ under the unique identifier MTBLS4176. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Intrinsic myocardial defects underlie an Rbfox-deficient zebrafish model of hypoplastic left heart syndrome
**Source:** Nat Commun. 2022 Oct 5;13:5877. doi: 10.1038/s41467-022-32982-x
**Supplement:** Supplementary file 1 — Supplementary Information

## **Intrinsic myocardial defects underlie an Rbfox deficient zebrafish model of hypoplastic left heart syndrome**

Mengmeng Huang<sup>1,2,^</sup>, Alexander A. Akerberg<sup>1,2,^</sup>, Xiaoran Zhang<sup>1,2</sup>, Haejin Yoon<sup>3</sup>, Shakchi Joshi<sup>3</sup>, Celia Harding<sup>1</sup>, Christopher Nguyen<sup>2,4,5</sup>, William T. Pu<sup>1,2,6</sup>, Marcia C. Haigis<sup>3</sup>, C. Geoffrey Burns<sup>1,2,\*</sup>, Caroline E. Burns<sup>1,2,6,\*</sup>

### **Supplementary Information**

#### **Supplementary Figures 1-4**

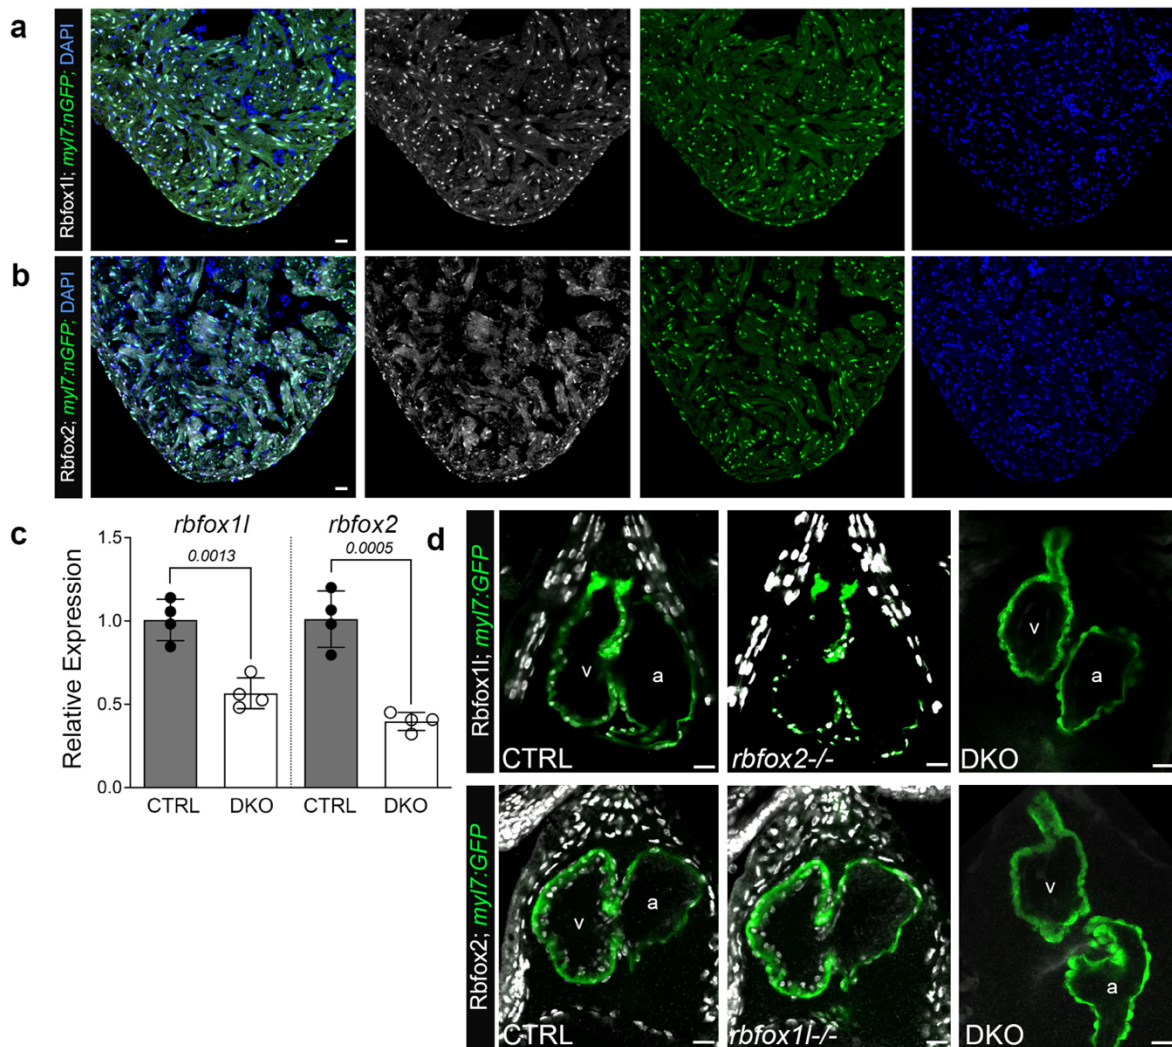

**Supplementary Fig 1 – Expression of Rbfox11 and Rbfox2 in adult zebrafish ventricles and validation of the Rbfox antibodies and *rbfox11* and *rbfox2* null alleles.** **a,b** Confocal image of ventricular section from adult zebrafish carrying the *Tg(myl7:nucGFP)* transgene co-immunostained with antibodies that detect Rbfox11 (white; a), Rbfox2 (white; b), and GFP (green), and counterstained with DAPI (blue). Single and merged channel images are shown. **c** Bar graph showing the relative expression levels of *rbfox11* and *rbfox2* transcripts in 72 hpf CTRL and DKO embryos measured by real-time quantitative RT-PCR. **d** Confocal section of hearts in 72 hpf CTRL, *rbfox2*<sup>-/-</sup> or *rbfox11*<sup>-/-</sup> single mutants, or DKO zebrafish embryos carrying the *Tg(myl7:GFP)* reporter co-immunostained with antibodies that detect Rbfox11 (white) or Rbfox2 (white) and GFP (green) as labeled. **Sample sizes and statistics:** (a,b) Little to no variation in adult cardiac expression was observed between animals in each group (n=6 per group). (c) For real-time quantitative RT-PCR, n=4 biological replicates per cohort were analyzed with 15 whole embryos/replicate. Three technical replicates were run for each biological replicate. Data are presented as mean values +/- one SD. Statistical significance was determined by an unpaired, two-tailed Student's t-test assuming equal variances. P values are shown. Source data are provided as a Source Data file. (d) Little to no variation in cardiac expression was observed where n=15 embryos were analyzed per group. Abbreviations: v, ventricle; a, atrium. Scale bars: 20  $\mu$ m.

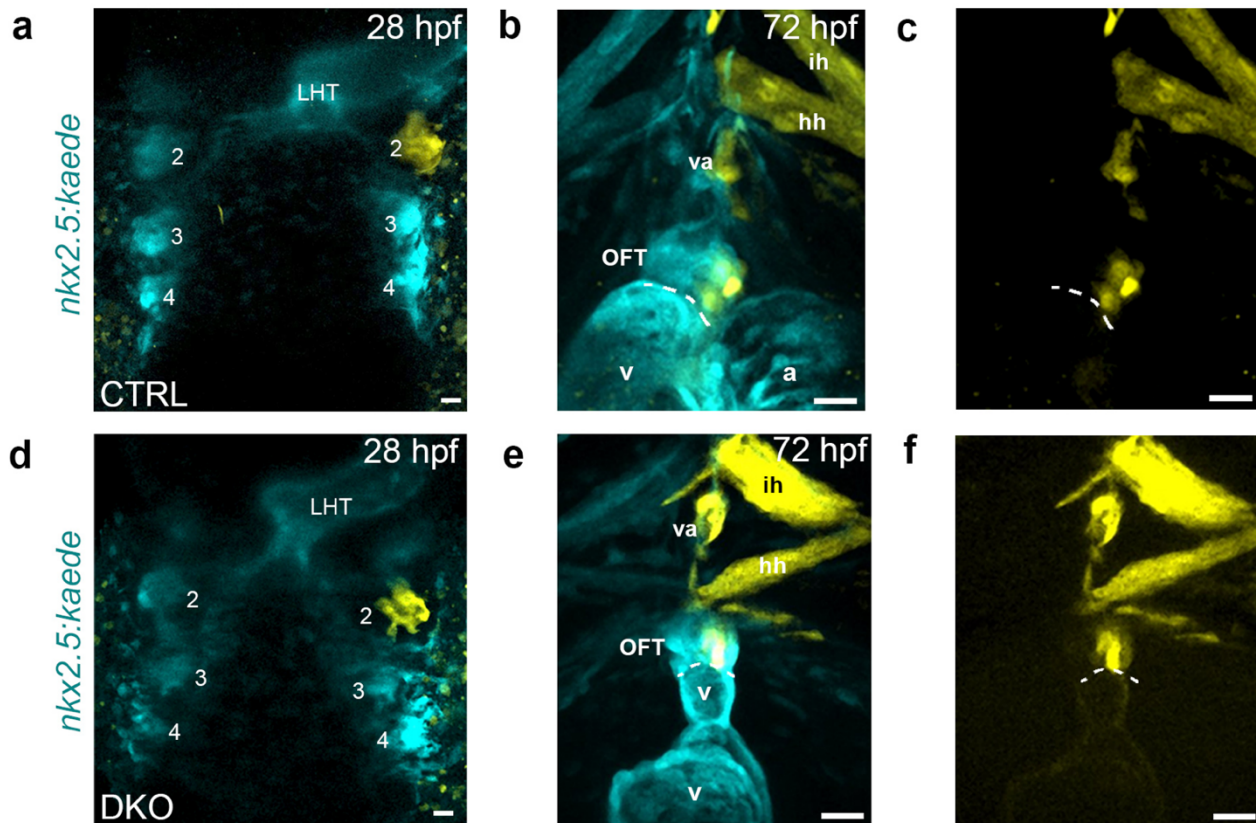

**Supplementary Fig 2– Lineage tracing to distinguish ventricular from OFT myocardium.**  
**a,d** Merged confocal z-stacks of 28 hpf CTRL and DKO embryos carrying the *Tg(nkx2.5:Kaede)* reporter (cyan) immediately following unilateral photoconversion of Kaede in pharyngeal arch 2 (PA2, yellow). Numbers label the pharyngeal arches. Dorsal view, anterior up. **b,c,e,f** Confocal z-stacks of the same embryos in a and d at 72 hpf shown as merged (b,e) or single-channel (c,f) images. Dotted white lines in c and f demarcate the boundary between the ventricle and OFT based on the yellow signal from the lineage trace. Ventral views, anterior up. **Sample sizes and statistics:** Little to no variation in expression pattern was observed between animals in each group (n=10/cohort). Abbreviations: LHT, linear heart tube; OFT, outflow tract; v, ventricle; a, atrium; va, ventral aorta; ih, interhyal; hh, hyohyal. Scale bars: 20  $\mu$ m.

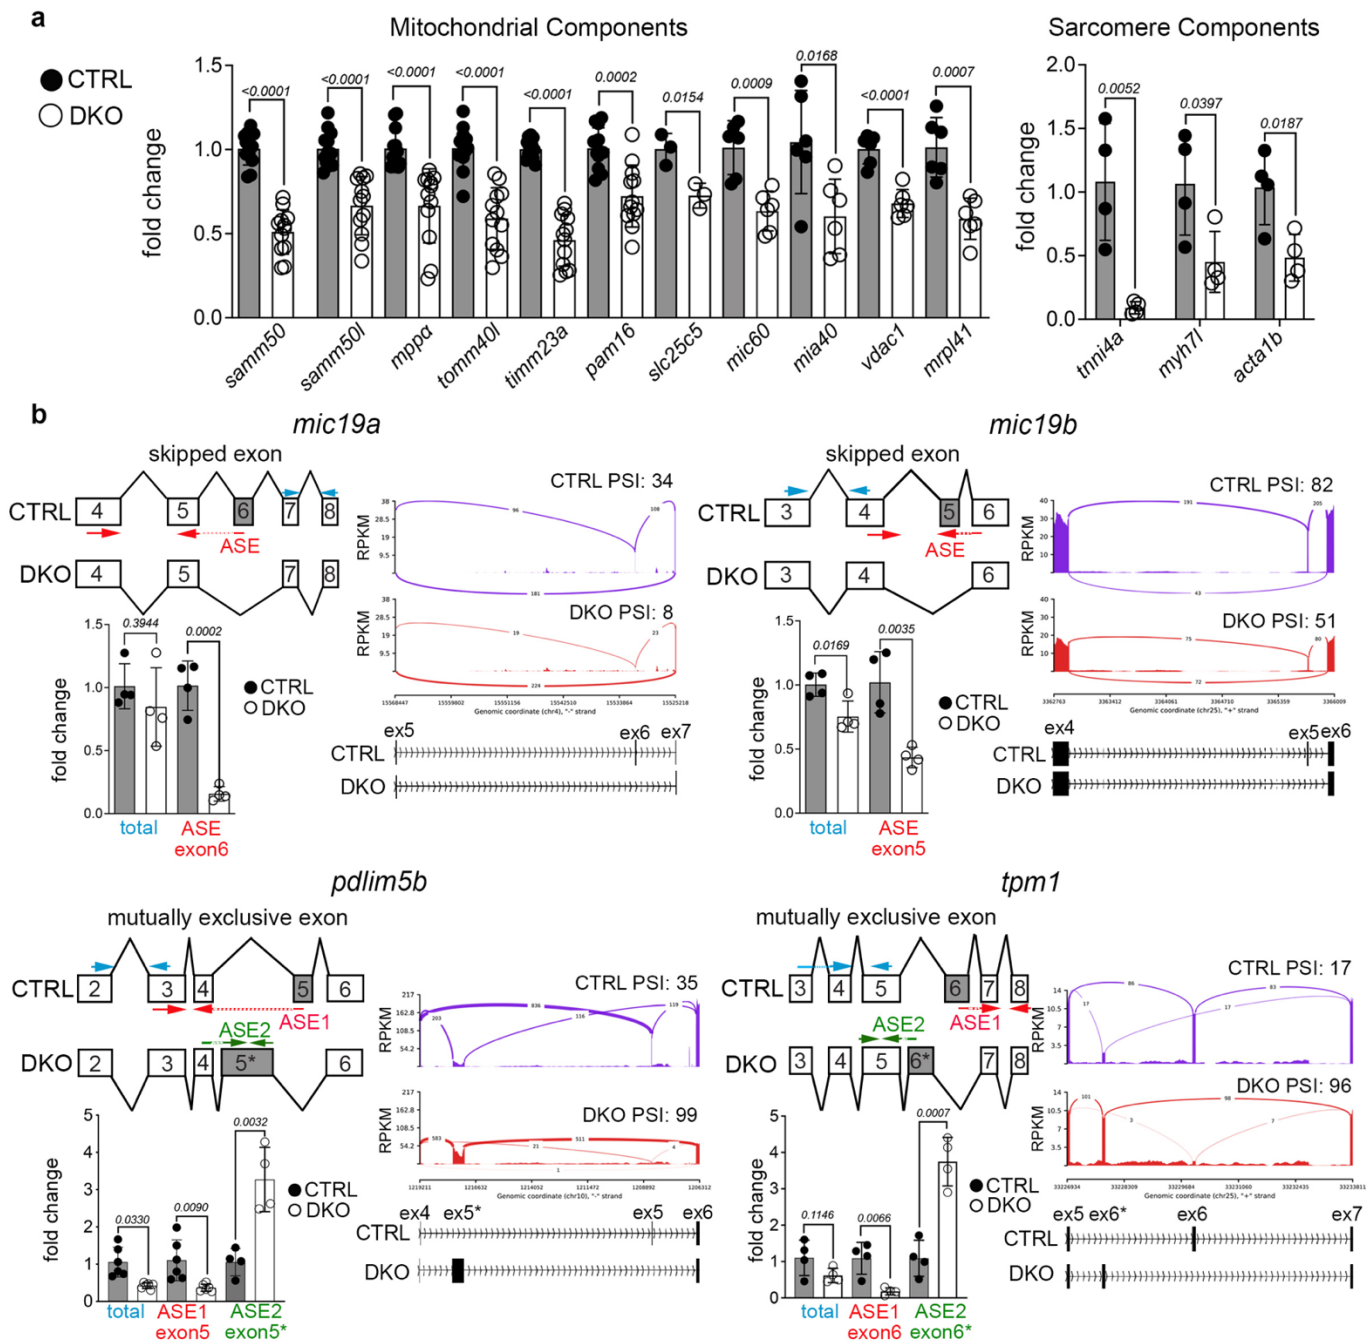

**Supplementary Fig 3 – Validation of differential expression and alternative splicing events by real-time quantitative RT-PCR.** **a** Graph showing quantitative real-time RT-PCR validation of differential gene expression detected by RNAseq between hearts isolated from CTRL and DKO embryos at 48 hpf. **b** Schematics of 4 alternatively spliced transcripts with primer locations shown to detect total transcript levels (blue) or isoforms with alternatively spliced exons (ASE transcript levels; red or green) by quantitative real-time RT-PCR. Graphs show normalized fold change in total or ASE transcript levels between hearts isolated from CTRL and DKO embryos. Shashimi plots derived from rMATS data are shown for each ASE with associated percent spliced in (PSI) values. **Sample sizes and Statistics:** (a,b) For real-time quantitative RT-PCR, n=12 biological replicates per cohort for *samm50*, *samm50l*, *mppa*, *tomm20l*, *timm23a*, and *pam16*, n=3 biological replicates for *slc25c5*, n=6 biological replicates

for *mic60*, *mia40*, *vdac1*, and *mrpl41*, n=4 biological replicates for *tnni4a*, *myh7l*, *acta1b*, *mic19a* (total and ASE exon6), *mic19b* (total and ASE exon5), n=6 biological replicates for *pdlim5b* (total and ASE1 exon5), n=4 biological replicates for *pdlim5b* (ASE2 exon5\*), *tpm1* (total, ASE1 exon6, and ASE2 exon6\*). Each biological replicate consisted of ~35 pooled hearts and each dot on the graph represents one biological replicate. Three technical replicates were run for each biological replicate. Data are presented as mean values +/- one SD. Statistical significance was determined by an unpaired, two-tailed Student's t-test assuming equal variances. P values are shown. Source data are provided as a Source Data file.

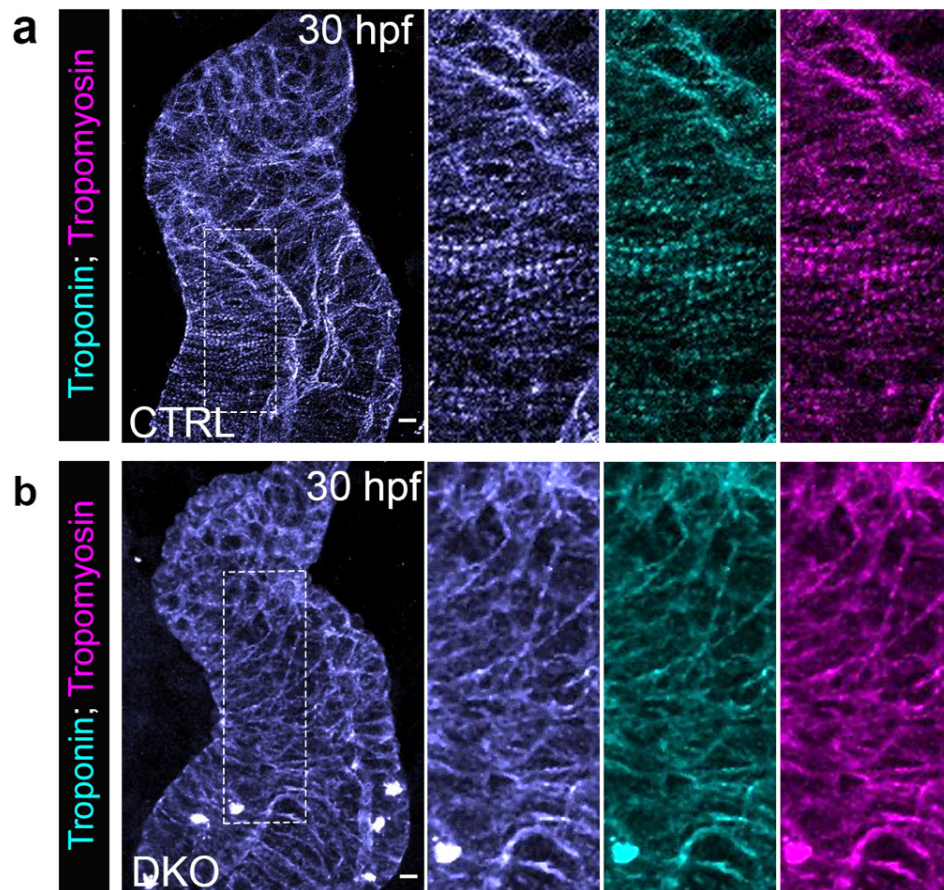

**Supplementary Fig 4 – Rbfox proteins are essential for myofibrillar organization at linear heart tube stages in zebrafish. a,b** Confocal projections of 30 hpf linear heart tubes in CTRL and DKO embryos immunostained with anti-Troponin T (cyan) and anti-Tropomyosin (magenta) to visualize thin filaments. Boxed regions are shown in higher magnification views as merged and split channels. **Sample sizes and statistics:** Little to no variation in myofibrillar organization was observed between animals in each group (n=12 embryos/group). Scale bars: 20  $\mu$ m.

# Supplementary material for: Intrinsic myocardial defects underlie an Rbfox-deficient zebrafish model of hypoplastic left heart syndrome
**Source:** Nat Commun. 2022 Oct 5;13:5877. doi: 10.1038/s41467-022-32982-x
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☒ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☒ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☒ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☒ A description of all covariates tested
- ☒ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☒ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☒ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

Compound microscopy images were acquired with NIS Elements AR v.4.30.02. Confocal microscopy images were acquired using Fluoview FV31S-Sw v.2.4.1.198. qRT-PCR data was acquired using Quant Studio Design and Analysis Software v.1.5.1. LSFM images were acquired with Zeiss Zen 2019.

Data analysis

Volumetric measurements of zebrafish heart function were made using CFIN as described by Akerberg et al. (PMC6826023). CFIN was run using MATLAB v.2018a (MathWorks). RNA-seq mapping and quantitation was done using STAR v. 2.6.1a. The mapped reads were further analyzed by HTSeq-count v.0.11.2. Differential expression analysis was performed using DESeq2 v.1.32.0. Gene ontology analysis was performed using DAVID v.6.8. The dedicated splicing analysis algorithm rMATS v.4.2 was used to determine alternative splicing events. Seahorse data was analyzed using Wave 2.4.0. GraphPad Prism v.9.3.1 was used for statistical analysis. Fiji (Image J v.2.3.0/1.53f) was used for semiquantitative RT-PCR analysis and for image processing. Mass spectrometry QC/data analysis was performed using Thermo Tracefinder 3.3. Adobe Photoshop v. 23.4.1 was used for image processing and figure generation.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

RNA-sequencing datasets summarized in tables S1-S3, were deposited into the NCBI GEO repository under accession number GSE189934. To review, go to <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE189934>

Metabolomics data summarized in Supplementary Table 4 were deposited into the Metabolights repository under the accession number MTBLS4176. To review, go to <https://www.ebi.ac.uk/metabolights/MTBLS4176/descriptors>

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                               |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample sizes were chosen based on accepted standards in the field, previously published literature, and our experience in observing statistically significant differences of similar effects in zebrafish embryos: Mahmoud Al et al. 2015; PMID: 26256209; Mosimann C et al. 2015; PMID 26306682; Akerberg A et al. 2017; PMID 28372944; Abrial M et al. 2022; PMID 35098309. |
| Data exclusions | No data were excluded from the analyses.                                                                                                                                                                                                                                                                                                                                      |
| Replication     | All experimental results were verified with at least 3 biological replicates. Each biological replicate was the product of multiple distinct animal crosses that were performed independently. All qPCR and RNA-seq replicates consisted of material from pooled hearts or embryos.                                                                                           |
| Randomization   | Rbfox2/1l DKO zebrafish embryos were isolated based on genotype and compared to siblings from the same clutch. Zebrafish embryos used in this study were collected at stages that precede sexual dimorphism and as such, embryos within each group (sibling controls and DKO) were indistinguishable from each other.                                                         |
| Blinding        | Assays pertaining to rbfox2 DKO vs CTRL phenotypes were inherently blind in that the respective genotypes were not determined until after data was collected and analyzed. All other assays such as quantitative RT-PCR, CFIN, and metabolomics (Seahorse) assays were conducted using automated computational programs.                                                      |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

Antibodies used

The following primary antibodies were used: anti-GFP (Abcam, ab13970), anti-mCherry (Abcam, ab125096), anti-Rbfox1l (Berberoglu et al., 2017; supplied by the Amacher lab (Ohio State University)), anti-Rbfox2 (Berberoglu et al., 2017; supplied by the Amacher lab

(Ohio State University)), anti-Myosin Heavy Chain (MF20, Developmental Studies Hybridoma Bank (DSHB)), anti-Eln2 (Miao et al., 2007; gifted by the Keeley lab (University of Toronto)), anti-ALCAMA (ZN-8, DSHB), anti-Atrial Myosin Heavy Chain (S46, DSHB), anti-Tropomyosin (CH1, DSHB), and anti-Troponin T (CT3, DSHB). Secondary antibodies (Thermo Fisher) : Goat anti Rabbit IgG 488 (A11008), Goat anti Mouse IgG2a 488 (A21131), Goat anti Mouse IgG2b 568 (A21144), Goat anti Rabbit IgG 568 (A11036), Goat anti Mouse IgG1 568 (A21124), Goat anti Mouse IgG2a 555 (A-21137), Goat anti Chicken IgY 488 (A11039), Goat anti Rabbit IgG 647 (A21244).

## Validation

anti-GFP (Abcam, ab13970), <https://www.abcam.com/gfp-antibody-ab13970.html>  
 anti-mCherry (Abcam, ab125096), <https://www.abcam.com/mcherry-antibody-1c51-ab125096.html>  
 anti-Rbfox1l, anti-Rbfox2 (Berberoglu et al., 2017), <https://www.ncbi.nlm.nih.gov/pmc/articles/PMC5437870/>  
 anti-Eln2 (Miao et al., 2007), <https://pubmed.ncbi.nlm.nih.gov/17112714/>  
 anti-Myosin Heavy Chain (MF20, DSHB), <https://dshb.biology.uiowa.edu/MF-20>  
 anti-ALCAMA (ZN-8, DSHB), <https://dshb.biology.uiowa.edu/ZN-8>  
 anti-Atrial Myosin Heavy Chain (S46, DSHB), <https://dshb.biology.uiowa.edu/S46>  
 anti-Tropomyosin (CH1, DSHB), <https://dshb.biology.uiowa.edu/CH1>  
 anti-Troponin T (CT3, DSHB), <https://dshb.biology.uiowa.edu/CT3>

## Animals and other organisms

Policy information about [studies involving animals](#): [ARRIVE guidelines](#) recommended for reporting animal research

## Laboratory animals

We used zebrafish (*Danio rerio*) embryos (24–72 hours post fertilization) and both female and male adults (3-month to 2-year old). The following zebrafish strains were used in this study: Tg(myl7:GFP)f1 (Burns et al., 2005), Tg(myl7:nucGFP)fb18 (González-Rosa et al., 2018), Tg(kdrl:mCherry)s896 (Chi et al., 2008), TgBAC(nkx2.5:Kaede)fb9 (Paffett-Lugassy et al., 2013), rbfox1lchb5 (this study), rbfox2chb6 (this study), Tg(myl7:GFP-P2A-rbfox1l)chb7 (this study).

## Wild animals

This study did not involve wild animals.

## Field-collected samples

This study did not involve animals collected in the field.

## Ethics oversight

Zebrafish were bred and maintained following protocols approved by the Institutional Animal Care and Use Committee (IACUC) of Massachusetts General Hospital and Boston Children's Hospital. All procedures followed the guidelines and recommendations outlined by the Guide for the Care and Use of Laboratory Animals.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

# Supplementary material for: Intrinsic myocardial defects underlie an Rbfox-deficient zebrafish model of hypoplastic left heart syndrome
**Source:** Nat Commun. 2022 Oct 5;13:5877. doi: 10.1038/s41467-022-32982-x
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

**Description of Additional Supplementary Files**

File name: Supplementary Table 1

Description: Differential expression analysis of control and *rbfox1l; rbfox2* double mutant hearts.

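The paper's table has a sheet of 562 downregulated genes and a sheet of 420 upregulated genes, each with a log2 fold change, an adjusted p-value and the FPKM of every library. Its log2 fold changes are CTRL over DKO, the opposite of the direction used for the values computed here, so that downregulated genes carry positive values of 0.58 or more and upregulated genes negative values of −0.58 or less. For the 36 genes that are named here and listed in the table, the fold change computed here with edgeR differed from the paper's by at most 0.05 on the log2 scale once the direction was turned. On the downregulated sheet the FPKM columns C1–C8 and M1–M8 hold the deposited values of CTRL replicates 1–8 and DKO replicates 1–8 in that order, for all 562 genes. On the upregulated sheet some columns carry other numbers: over all 420 genes, C9 and C10 hold the values of CTRL replicates 1 and 3, and M9 and M10 those of DKO replicates 6 and 7. Replicate numbers in the values computed here are those of the deposited tables.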

File name: Supplementary Table 2

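The paper's table comes from DAVID, a tool that counts how many genes of a list carry each GO term and compares that number with the share of all annotated genes that carry it, by a modified Fisher's exact test. It gives for each term the number and the names of the genes found, the size of the list and of the background, the fold enrichment and the p-value with its corrections, on separate sheets for downregulated and upregulated genes. Besides biological processes it holds terms for cellular components and molecular functions. The same genes enter many terms, so the terms are not independent of each other, and the lists depend on the FPKM threshold, under which genes with long introns are left out more often. Among the terms of the downregulated genes that are neither mitochondrial nor muscular is oxygen transport, whose genes in the table are haemoglobins and the myoglobin gene *mb*. In the counts, all 10 tested haemoglobin genes were called downregulated, with a median log2 fold change of −7.39 that stayed at −6.31 under the scaling on cardiomyocyte markers, and *mb* had a log2 fold change of −2.94 (SE 0.21, adjusted p = 1.25e-08 in edgeR's test). Together the haemoglobin genes took 0.618% ± 0.186 (SD, n = 8) of the gene counts of CTRL libraries and 0.0037% ± 0.00226 of those of DKO libraries.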

Description: Gene Ontology (GO) biological process terms derived from differential gene expression between control and *rbfox1l; rbfox2* double mutant hearts.

File name: Supplementary Table 3

Description: Alternative Splicing Events between control and *rbfox1l; rbfox2* double mutant hearts identified by rMATS.

File name: Supplementary Table 4

Description: Metabolomics data comparing profiles between 24 hpf control and *rbfox1l; rbfox2* double mutant embryos.

File name: Supplementary Table 5

Description: List of oligos/primers used in the study.

File name: Supplementary Movie 1

Description: Short movie of the heart beating in a control embryo carrying the Tg(myl7:GFP) transgene at 72 hpf.

File name: Supplementary Movie 2

Description: Short movie of the heart beating in an rbfox1l;rbfox2 double mutant embryo carrying the Tg(myl7:GFP) transgene at 72 hpf.

How the deposited data were processed for this re-analysis (not part of the article)

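RNA-sequencing of hearts dissected at 48 hpf was analysed in 16 libraries, 8 from DKO and 8 from control (CTRL) embryos, each from a separate pool of 35–70 hearts. Groups and replicate numbers were taken from the sample labels and the paper. The authors selected poly(A) RNA, prepared libraries with an ultra-low input kit and sequenced paired reads of 150 bp. According to the paper's methods, the authors aligned the reads with STAR to GRCz11 and made the deposited counts with HTSeq on the RefSeq annotation, as whole reads per gene without normalization. The deposited FPKM values were made by the authors from these counts. Within rounding, each gene's FPKM equalled its count divided by the library's total and by 1 fixed length per gene. That length was close to the gene's span with introns and had a Spearman correlation of 0.916 with the span in the RefSeq annotation of GRCz12tu across 12586 genes, which are not independent replicates. This assembly differs from the authors' and was used only for names and spans, and 14311 of the 15419 symbols matched it.

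Entries of the count table that name no gene were left out of library sizes and tests. Of all reads in the table, 59.6% to 65.6% per library were assigned to no gene, 12.8% to 16.4% were not aligned uniquely and 0.0287% to 0.0524% were ambiguous between genes. The totals on genes per library, 8809208 to 18783628, set the precision of each value, and reads were not marked by molecular identifiers, so counting error covers only part of the technical error. Of the 15419 genes, 1020 had no count in any library and 1834 had no FPKM value, 945 of them with counts. Of the 11750 genes tested, 3792 passed the FPKM threshold, and 357 had no FPKM value and could not be called. Replicates were compared in pairs, and in every pair the counts differed by far more than sampling noise (chi-square per gene at least 10.3 between CTRL and 20.5 between DKO libraries), so all 16 were kept as separate replicates.

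The main test was the quasi-likelihood F-test of edgeR 4.0.16 in R 4.3.3, with filterByExpr, TMM factors and robust dispersion estimates, on CTRL against DKO without covariates. The thresholds on adjusted p-value, fold change and FPKM are those of the paper's methods. DESeq2, which the authors used in another version, was run as version 1.42.0 with default settings. CPM are TMM-normalized, and errors beside means are SD over the 8 pools of a group. Gene families were tested with camera of limma 3.58.1 on log2 CPM with a prior count of 2, and adjusted over 25 families and marker lists. The mean log2 CPM of a family per library was compared between groups by two-sided exact permutation tests. Figures were drawn with matplotlib 3.10.9.

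The tests, thresholds, gene lists, alternatives and the rule for naming genes were fixed before the data were examined, except where a test is said to have been chosen later. Genes are named if the paper names them among its RNA-sequencing or quantitative RT-PCR results in 48 hpf hearts, if they were targeted, if they belong to a gene list, or if they are among the 5 called genes with the largest change in each direction whose groups did not overlap. The families were the mitochondrial ribosome, complexes I to IV, ATP synthase, protein import, MICOS complex, TCA cycle, glycolysis, sarcomere, cytosolic ribosome and extracellular adhesion. The marker lists covered haemoglobins, other erythrocyte genes, cardiomyocytes (without sarcomere genes), endocardium and endothelium, epicardium, outflow tract smooth muscle, epidermis, pharyngeal arches and neural crest, neurons and placodes, liver and endoderm, leukocytes and skeletal muscle. The lists were written after Supplementary Tables 1 and 2 had been read, and many of their genes are in these tables, so they are not independent of the study's own calls. A list of mitochondrially encoded genes matched no symbol among the genes tested.

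The alternatives were DESeq2, DESeq2's size factors within edgeR, library size alone, removal of the haemoglobin genes before scaling, scaling on the cardiomyocyte markers, the replicate number as a block, limma on log2(FPKM + 1) and on log2(FPKM + 0.1), other filters on low counts, the FPKM threshold before the test or left out, other fold thresholds including edgeR's test against 1.5-fold, fry and camera with an estimated correlation, and each library left out in turn. A threshold on CPM in place of FPKM and the cytosolic ribosome list without its 4 S6 kinase genes were added after the data had been seen.

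The pipeline was tested on simulated counts for 11750 genes with the real means and library sizes, of which 200 were changed by 1 on the log2 scale. Of the 196 changed genes that passed the filter, edgeR recovered 143 at the thresholds on p-value and fold change, with 3 false calls, and DESeq2, run on all 11750 genes, recovered 154 of the 200 with 7 false calls. The planted gene set was found and 0 of 20 unchanged sets. The genes were drawn independently, so the simulation holds no correlation between genes. It therefore does not show how specific the camera test is in the real libraries. There, splits with 4 libraries of each group on both sides gave a median of 5 families and at most 17 past the threshold. Splicing events, quantitative RT-PCR, imaging, respiration and metabolomics were not analysed here.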

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

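The tests of depth and gene span for CTRL replicate 5 and both tests of the haemoglobin and red cell genes were chosen only after the result was seen.

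Single libraries lay far from the other 7 of their group in 9 of 140 comparisons, about as many as the 7 that chance gives, so no pattern was sought among them. The 8 distant expression values, in TMM-normalized CPM, were 274 for *cbx7a* in DKO replicate 7, 20.3 for *chchd4b* in DKO replicate 3, 77.2 for *fmnl3* and 13.8 for *hbbe1.2* in DKO replicate 4, 29.8 for *mmp9* and 116 for *samm50* in CTRL replicate 2, 83.0 for *tnnt3b* in CTRL replicate 8 and 957 for *tpm3* in DKO replicate 2. Without these libraries, the log2 fold changes were 1.77 for *cbx7a*, −1.36 for *chchd4b*, −0.088 for *fmnl3* (0.05 with all libraries), −8.07 for *hbbe1.2*, 2.56 for *mmp9*, −1.04 for *samm50*, −0.43 for *tnnt3b* (−0.93 with all libraries) and 0.38 for *tpm3*, so that only *fmnl3* changed its direction. No biological explanation was tested, because the design names none for a single pool.

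CTRL replicate 5 had reads on 12392 genes, and 4 other CTRL libraries with fewer reads on genes than it had reads on 13216 to 13543 genes. The other 3, thinned to its total, had reads on 13269 to 13470, which argues against its depth as the cause. It also lay apart on the second principal component (18.4% of the variance), at −83.9, where the other 15 libraries ranged from −22.3 to 36.8. Its deviations from the other CTRL libraries fell with gene span (Spearman's rho −0.260 across 11393 genes, which are not independent replicates), and the next lowest library had −0.173. The deviations had a median of 0.28 on the log2 scale in the 20% of genes with the shortest spans and −0.21 in the 20% with the longest. A loss of reads from long genes, for example through the quality of the RNA or of the library, may explain its position. A biological difference of that pool stays open, since neither the labels nor the paper give a batch or a quality value per pool. Leaving this library out gave 528 downregulated genes, and of the median shifts of the gene families only that of the cytosolic ribosome changed its sign, to 0.0056.

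Markers of tissues that lie around the heart, which the paper does not report on, were higher in DKO libraries under each scaling. The epidermal markers had a median log2 fold change of 1.15, with 30 of 30 tested genes higher and 23 called upregulated. The medians were 0.99 for pharyngeal arches and neural crest (30 of 31 higher), 1.04 for neurons and placodes (15 of 16), 0.40 for liver and endoderm (15 of 19) and 0.75 for leukocytes (13 of 16). In the mean log2 CPM of each list, all 8 DKO libraries lay above the CTRL mean for 4 of the lists and 7 of 8 for liver and endoderm (exact permutation p = 4.66e-04, 0.00202, 0.00171, 0.0123 and 3.11e-04 in the order given). Leaving out 1 library moved the liver median to 0.23 (without DKO replicate 4) or 0.73 (without CTRL replicate 8). In camera with an estimated correlation none of the 5 lists passed the threshold (adjusted p = 0.162 to 0.279). The epidermal genes were not rare in control libraries: *krt4* had 5123 ± 2821 CPM in CTRL and 12380 ± 3131 in DKO libraries (SD, n = 8), and *cyt1* 3269 ± 1628 and 7385 ± 1926. Among the most abundant genes of the other lists, *matn4* rose from 107 to 184 CPM, *tubb5* from 147 to 202, *rbp4* from 200 to 302 and *lyz* from 312 to 424. In at least 1 of the dissected libraries, 29 of 30 epidermal, 30 of 31 pharyngeal, 8 of 16 neuronal, 11 of 19 liver and 11 of 16 leukocyte genes passed the FPKM threshold, which does not show whether heart cells or other tissue expressed them. Supplementary Table 1 already holds 24, 27, 7, 5 and 7 of them, and none of the tested genes is in more than 1 of the 5 lists.

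A lower share of cardiomyocyte RNA alone would raise the markers of every other cell type alike. The markers of endocardium and endothelium instead had a median of −0.42 (bootstrap interval over genes −0.78 to −0.16) where the epidermal interval was 0.97 to 1.27, which argues against this explanation. Because scaling on cardiomyocyte markers moves the endocardial median to 0.50, the argument rests on the distance between the lists, which no scaling removes. More extracardiac tissue in the DKO dissections cannot be told apart from an effect of the genotype on these genes. Within the groups, 6 of 8 correlations of the epidermal score with the other scores were above 0, and those with the leukocyte score were below 0 in both groups, so that leukocytes did not go along. In CTRL hearts the epidermal score rose with the pharyngeal score (r = 0.87, permutation p = 0.00866, adjusted 0.0404; rho = 0.79, permutation p = 0.0279, adjusted 0.0782; r = 0.92 without the 2 farthest libraries, 14 relations computed). In DKO hearts this relation was weaker (r = 0.60, permutation p = 0.123, adjusted 0.191; rho = 0.57, permutation p = 0.151, adjusted 0.265), and the difference between the groups was not tested. What keeps the question open is that amount of tissue and genotype change together in this design.

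The erythrocyte genes other than haemoglobins, also not reported on, had a median log2 fold change of −0.94 (0.13 under the scaling on cardiomyocyte markers), and 18 of 18 tested were lower under TMM. The mean log2 CPM of the list was lower in every DKO library than in any CTRL library (exact permutation p = 0.0001554, the smallest that 8 against 8 allow). Of the 18, 6 fell by more than 2 on the log2 scale, among them *cahz* (−6.99) and *slc4a1a* (−6.33), which are close to the haemoglobin median. A move of reads between near-identical haemoglobin copies would leave their sum as it was. All haemoglobin genes together had 0.314% to 0.826% of the gene counts in CTRL libraries and at most 0.00764% in DKO libraries (mean 0.0037%), which argues against such a move as the cause. Reads left out because they aligned to several places are not covered by this. Fewer blood cells in the DKO hearts would lower these genes together with the haemoglobins by a similar amount. All 18 were lower, but most fell by far less than the haemoglobins (median −7.39), and *tspo*, at 311 and 301 CPM, barely changed. Fewer blood cells therefore cannot be told apart from lower expression per cell, because other cells may express part of the list. The paper describes blood pooling in the tail of DKO animals (Fig. 1l). Of the 18 genes, 8 are in Supplementary Table 1.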

How the results depend on the processing

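Of the 42 named genes, 18 kept their direction and their side of the adjusted p-value of 0.05 in every fit, 23 did not under the scaling on cardiomyocyte markers, and 1 more (*cox4i2*) did not in 2 of the fits without 1 library. Of the single values of these genes under alternatives that keep all libraries, 264 kept both, 17 reversed, 7 lost significance and 1 gained it. With 1 library left out, 663 were the same, 8 lost significance and 1 reversed. For the gene families and marker lists the corresponding numbers were 134 the same, 15 reversed and 25 no longer past the threshold, and with 1 library left out 381 the same, 3 reversed, 10 weaker and 6 stronger. The CPM threshold and the cytosolic ribosome list without its S6 kinase genes were chosen after the results were seen. The list without them had a median of −0.055, against −0.051 with them. Under the CPM threshold the number of downregulated genes was 560 and the number of upregulated genes 342, with 448 and 247 of them called with the FPKM threshold as well.

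The numbers of downregulated and upregulated genes stayed within 1.5 times 548 and 390 with DESeq2, DESeq2's size factors, library size alone, the haemoglobin genes removed, limma on FPKM, other filters on low counts and the FPKM threshold before the test. They were 237 and 98 in edgeR's test against 1.5-fold, 213 and 229 with a 2-fold threshold, 899 and 618 with no fold threshold and 1004 and 1065 with no FPKM threshold, where the construction of each threshold shows the cause. They were 51 and 2974 with libraries scaled on the cardiomyocyte markers, which sets the median of these markers to 0 and so raises the genes by a median of 1.01 on the log2 scale. With limma on log2(FPKM + 1) 372 and 467 genes were called and with log2(FPKM + 0.1) 418 and 521. With each library left out in turn, the numbers ranged from 509 (without DKO replicate 4) to 589 (without CTRL replicate 2) and from 337 (without DKO replicate 2) to 422 (without CTRL replicate 4).

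The scaling on cardiomyocyte markers reversed, through the same shift, the log2 fold changes of *samm50l* (0.10), *pmpca* (0.34), *tomm40l* (0.29), *timm23a* (0.41), *slc25a5* (0.37), *immt* (0.021), *vdac1* (0.28), *mrpl41* (0.18), *tpm4a* (0.12), *chchd3a* (0.26), *chchd3b* (0.26), *tpm1* (0.91), *tnnt3b* (0.12), *alcama* (0.19) and *nppa* (0.068). It also reversed the median shifts of the mitochondrial ribosome (0.30), complex I (0.019), complex II (0.13), protein import (0.34), MICOS complex (0.19), TCA cycle (0.032), glycolysis (0.11), cytosolic ribosome (1.03), erythrocyte genes (0.13), endocardium and endothelium (0.50), epicardium (0.84), outflow tract smooth muscle (0.16) and skeletal muscle (0.91). Under it extracellular adhesion (1.45), neurons and placodes (2.07) and liver and endoderm (1.51) no longer passed the threshold of camera. Relative to the median of all genes, each of these family and list medians kept its direction.

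Library size alone reversed *tpm1* (0.012), the cytosolic ribosome (0.10) and skeletal muscle (0.018), and extracellular adhesion (0.56) and liver and endoderm (0.53) no longer passed the threshold, with a shift of all genes by 0.15. Under library size alone *pmpca*, *timm23a*, *slc25a5*, *vdac1*, *chchd3b* and *alcama*, and in limma on log2(FPKM + 1) the same genes and *tomm40l*, kept their direction but fell under 1.5-fold, while *tpm3* passed 1.5-fold under library size alone. Limma on log2(FPKM + 1) reversed *tpm1* (0.0074). FPKM values are scaled on the library total without TMM factors, so this fit shares the scaling of library size alone. Under that scaling *tpm1* was at 0.012.

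With the correlation between genes estimated in camera, the medians stay as they are and the adjusted p-values rise, because a larger correlation widens the expected spread of a set. Past the threshold remained haemoglobins and erythrocyte genes. No longer past it were the mitochondrial ribosome (−0.715), complex I (−0.996), complex II (−0.825), complex III (−1.04), complex IV (−1.07), ATP synthase (−1.08), protein import (−0.70), MICOS complex (−0.821), TCA cycle (−0.95), glycolysis (−0.81), sarcomere (−0.99), extracellular adhesion (0.45), cardiomyocyte markers (−0.90), endocardium and endothelium (−0.42), outflow tract smooth muscle (−0.76), epidermis (1.15), pharyngeal arches and neural crest (0.99), neurons and placodes (1.04), liver and endoderm (0.40) and leukocytes (0.75).

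With 1 library left out, the median of the cytosolic ribosome ranged from −0.084 (without DKO replicate 1) to 0.0056 (without CTRL replicate 5), and it passed the threshold without DKO replicate 1, 2 or 4. That of the epicardium ranged from −0.22 to 0.0069 (without CTRL replicate 8). That of skeletal muscle ranged from −0.36 to 0.26 (without CTRL replicate 8), and it passed the threshold without CTRL replicate 1 or 3 or DKO replicate 1. That of extracellular adhesion ranged from 0.39 to 0.58 and no longer passed the threshold without CTRL replicate 3, 5, 6, 7 or 8 or DKO replicate 1, 2, 4, 6 or 8. *fmnl3* ranged from −0.088 (without DKO replicate 4) to 0.10. *chchd4b* ranged from −1.36 to −0.86, with an adjusted p-value over 0.05 without CTRL replicate 5 or 6 or DKO replicate 1, 4, 6 or 7. *cox4i2* ranged from 0.56 to 0.78, with one over 0.05 without DKO replicate 2 or 4 and a change under 1.5-fold without CTRL replicate 1. *timm23a* and *slc25a5* also fell under 1.5-fold in some of these fits. The cause was not tested.

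The control and DKO libraries share replicate numbers. With the replicate block, 557 genes were downregulated and 409 upregulated. The deviations of same-numbered libraries from their group means had correlations between −0.27 and 0.107, over 0.1 in 3 of 8 pairs, which gives no sign of pairing. The paper's Reporting Summary states that DKO embryos were compared with siblings of the same clutch, but neither it nor the labels tie a replicate number to a clutch or day. The numbers were therefore not taken to pair the samples, and a pairing by clutch was not tested.

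Depth and spread limit what can be called. In the simulated data, 143 of 196 genes changed by 1 on the log2 scale were called, so that a gene left uncalled is not thereby unchanged. The haemoglobin genes have few reads in DKO libraries, and their fold changes are less certain in size than in direction.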

Differences from the paper's values

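The numbers of called genes were lower than the paper's by less than 1.5 times. The paper gives 563 downregulated and 421 upregulated transcripts in its text, Supplementary Table 1 lists 562 and 420 genes, and 548 and 390 were called here. DESeq2 gave 556 and 415, and the replicate block gave 557 and 409. The log2 fold changes in Supplementary Table 1 are CTRL over DKO, and on that scale those of all 36 genes compared lay within 0.05 of the values here, for example 2.78 for *rbfox1l*. With DESeq2, the method that the paper names, all 36 equalled the table's values within rounding, for example 0.656 for *pmpca*.

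The paper names *mic19a* among the transcripts whose total level was decreased and also among those that did not differ. Total *chchd3a* (*mic19a*) was lower here, with a log2 fold change that fell by 0.74 (adjusted p = 1.67e-04 in edgeR's test), but it was not called because of the FPKM threshold. Without the FPKM threshold it was called, and under every alternative set before the data were examined its value stayed negative, except under the scaling on cardiomyocyte markers (0.26).

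The paper states that nearly all mitochondrial ribosomal protein subunits were downregulated. Here all 64 tested genes were lower under TMM and 63 had an adjusted p-value under 0.05 in edgeR's test, while 41 passed all thresholds and 42 are in Supplementary Table 1. Their median turned to 0.30 under the scaling on cardiomyocyte markers. The paper names *cox* genes among the downregulated subunits, and *cox4i2* was called upregulated here, as it is in Supplementary Table 1.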

Other observations

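The tests that take out the relation to the cardiomyocyte markers, the comparison with balanced splits and the comparison of the FPKM threshold with a CPM threshold were chosen only after the result was seen.

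Other splits of the libraries were compared with the real one. Among 100 splits of the 16 libraries into 8 and 8, 1 split, the real one, gave as many downregulated genes, and 1, again the real one, as many upregulated genes, and no other split called more than 1 gene in either direction. The camera test was less specific: 22 of the 25 families and marker lists passed its threshold in the real split, other splits gave a median of 12 and up to 24, and 9 of the 100 splits gave at least as many as the real one. The 8 other splits that gave as many kept 5 or 6 libraries of a group together and so contain part of the real difference. The 45 splits with 4 libraries of each group on both sides gave a median of 5 families and at most 17. With the preset correlation of 0.01, families thus passed the threshold in balanced splits too, and their number alone overstates how many differ.

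Whether the mitochondrial families fell because less cardiomyocyte RNA was in the DKO libraries was tested in several ways. The mean log2 CPM of the 195 mitochondrial genes was lower in DKO hearts by as much as that of the cardiomyocyte markers: relative to these markers the difference was 0.04 (exact permutation p = 0.783). This is the outcome that a lower share of cardiomyocyte RNA would give, so the test does not argue against that cause. It cannot establish the cause either, because a genotype effect that lowered both lists equally would give the same value. The DKO libraries went both ways (4 lower than the CTRL mean and 4 higher). Only this test was set in advance, and its reading was revised after the value was known. The marker score itself differed by −0.89 (exact permutation p = 9.32e-04), with −1.45, −1.19, −0.59, −1.34, −1.41, −0.50, −0.36 and −0.25 in DKO replicates 1 to 8 relative to the CTRL mean. A change in mixture makes the mitochondrial score follow the marker score from library to library. With the relation seen within the groups taken out (slope 0.29), the DKO libraries stayed lower by −0.59 (permutation p = 0.0001554, the smallest possible). For every value adjusted by a slope, the slope was fitted once with the real groups and held fixed while the labels were permuted. The p-values of these adjusted values are called exact only because every split was listed. They leave out the uncertainty of the slope and may be too small. With the slope of the CTRL libraries alone (0.44) the difference was −0.45 (p = 0.0001554 in the same exact test), and with the steepest slope that the scatter of both scores allows (0.60) it was −0.31 (exact permutation p = 0.00389). Alone, these later tests argue against differences in mixture of the kind seen between libraries as the whole cause for these genes as a set. The same adjustment also lowered the cytosolic ribosome list, which did not differ without it (−0.05, exact permutation p = 0.609). That list was at −0.29 with its slope within the groups (−0.27) and at −0.66 with its steepest (−0.70, exact permutation p = 4.66e-04 and 3.11e-04). With its CTRL slope it was at −0.13 (exact permutation p = 0.112). A lower value after the adjustment is thus not specific to the mitochondrial genes, which weakens the argument. The later tests assume that a loss of cardiomyocyte RNA acts between the groups as it does within them, which was not tested. The relation rests on 8 libraries per group and was weak in CTRL hearts (r = 0.65, permutation p = 0.0824, adjusted 0.144; rho = 0.43, permutation p = 0.299, adjusted 0.381; r = 0.33 without the 2 farthest libraries). In DKO hearts it was strong (r = 0.87, permutation p = 0.00186, adjusted 0.0260; rho = 0.90, permutation p = 0.00456, adjusted 0.0319; r = 0.81 without the 2 farthest libraries), so that a part of the fall may come from the mixture. The mitochondrial score of DKO hearts also fell as the epidermal score rose (r = −0.77, permutation p = 0.0247, adjusted 0.0691, and rho = −0.88, permutation p = 0.00724, adjusted 0.0338). This relation was weak in CTRL hearts (r = −0.30, permutation p = 0.457, adjusted 0.492). For single families, each with slopes of its own, the steepest was 0.85 for the mitochondrial ribosomal proteins, which did not stay lower with it (difference 0.03, exact permutation p = 0.827), though they did with their slope within the groups (0.19, difference −0.55, exact permutation p = 0.0001554). With their own steepest slopes, complex II (slope 1.51) turned to 0.46 (exact permutation p = 0.0757) and complex IV (slope 0.81) was at −0.26 (exact permutation p = 0.0774). The other families stayed lower with their own steepest slopes: complex I by −0.35 (p = 0.00591), complex III by −0.42 (p = 7.77e-04), the ATP synthase by −0.47 (p = 4.66e-04), protein import by −0.20 (p = 0.0379), the MICOS complex by −0.26 (p = 0.00637) and the TCA cycle by −0.27 (p = 0.00171, exact permutation tests without correction over families). For the mitochondrial ribosome, complex II and complex IV, a change in mixture thus cannot be told apart from a change in expression. Their slopes are not known well enough. The sarcomere genes fell further than the markers (−0.24 relative to them, lower than the CTRL mean in 8 of 8 DKO libraries, exact permutation p = 0.00808, adjusted over 12 comparisons 0.0774), which does not pass the correction. With their own slopes within the groups, in CTRL and at the steepest taken out, they stayed lower by −0.49, −0.51 and −0.42 (exact permutation p = 0.0001554 each). In CTRL hearts the epidermal score fell as the marker score rose (r = −0.87, permutation p = 0.00454, adjusted 0.0318; rho = −0.93, permutation p = 0.00223, adjusted 0.0313; r = −0.84 without the 2 farthest libraries), and it did so in DKO hearts (r = −0.85, permutation p = 0.0156, adjusted 0.0546; rho = −0.81, permutation p = 0.0218, adjusted 0.0762), so that the tissue mixture may differ between pools of the same group as well.

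Technical explanations for the lower mitochondrial genes were tested further. Among 10000 random lists matched on gene span and expression to the 188 mitochondrial genes with a span, the lowest median log2 fold change was −0.138, against −0.86 for the mitochondrial genes, which argues against gene length. After thinning of every library to 8809208 reads on genes, the median was −0.852. Thinning lowers all genes of a library by the same factor, so this value could hardly have moved. It therefore decides nothing about the difference in depth. With the haemoglobin genes removed before scaling it was −0.860, which argues against their loss as a cause. Under the scaling on cardiomyocyte markers 6 of the 9 family medians turn positive, as that scaling assigns the common fall to the mixture. A lower share of cardiomyocyte RNA as a part of the cause and an effect of the genotype on mitochondrial genes within cardiomyocytes both remain open, since the share changes together with the genotype.

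The FPKM threshold favours short genes. It left out 1075 genes that have an FPKM value and passed the other thresholds, 963 of them longer than the median span of the called genes; the median spans were 25113 bp for genes left out and 6946 bp for genes called. A threshold on TMM-normalized CPM that keeps as many of the tested genes would have kept 191 of those left out, so that the division by a span with introns is a likely source of this bias for them. For the others a low CPM is a sufficient reason. The study's targets are an example, since *rbfox2* is left out by this threshold.

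The remaining lists gave the following medians under TMM. The 25 glycolysis genes had a median log2 fold change of −0.81 (0.11 under the scaling on cardiomyocyte markers), with 14 called downregulated (3, with 1 upregulated, under that scaling) and 18 lower and 1 higher past the adjusted p-value, over all genes tested as well as adjusted over the list alone. Outflow tract smooth muscle markers had a median of −0.76 (0.16 under that scaling), cardiomyocyte markers −0.90 (set to 0.00 there), and skeletal muscle markers, of which 3 are also sarcomere genes of the other list, −0.12 (0.018 under library size alone, 0.91 under the marker scaling and 0.26 without CTRL replicate 8). Epicardial markers had a median of −0.16 (0.84 under that scaling and 0.0069 without CTRL replicate 8). Genes of the extracellular matrix and its receptors (chosen by symbol, with *itgb1bp1*, named after an integrin, among them) had a median of 0.45, higher under each scaling. Of the 51 tested, 34 were higher, with 7 called upregulated and 2 called downregulated. Past the adjusted p-value of 0.05 over all genes tested were 17 higher and 9 lower. The camera adjusted p-value of 0.0478 ranged from 0.0247 to 0.699 over its alternatives. It rose up to 0.0825 (without DKO replicate 1) in the 10 fits without 1 library that lost it.

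Genes that the paper names in its quantitative RT-PCR or splicing results had these totals. The paper's *slc25c5* was read as *slc25a5*, a reading that was not checked further. *vdac1* had a log2 fold change of −0.69 (adjusted p = 1.60e-04 in edgeR's test), *slc25a5* one of −0.60 (adjusted p = 0.00113 in edgeR's test), and *alcama* one of −0.72 (adjusted p = 0.0103 in edgeR's test), and each turned positive under the scaling on cardiomyocyte markers (0.28, 0.37 and 0.19). The call of *slc25a5* was lost by the fold threshold without CTRL replicate 1 (−0.57), CTRL replicate 5 (−0.57), CTRL replicate 7 (−0.58), DKO replicate 1 (−0.56), DKO replicate 4 (−0.57) or DKO replicate 5 (−0.55). *tpm3* rose by 0.47 (adjusted p = 0.00544 in edgeR's test), and *tnnt3b* (−0.93, adjusted p = 0.171) and *fmnl3* (0.05, adjusted p = 0.864) did not differ past the spread of the replicates in the same test. Under the scaling on cardiomyocyte markers *tpm3* was at 1.52, *tnnt3b* at 0.12 and *fmnl3* at 1.12. The adjusted p-value of *fmnl3* ranged from 7.31e-04 to 0.922 over its alternatives. The cardiomyocyte genes *myl7* (−1.05) and *nppa* (−0.87) were called downregulated and were at −0.12 and 0.068 under the marker scaling. *mef2b*, also named by the paper, was not analysed here.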
